# Stabilisation of HIF signalling in the mouse epicardium extends embryonic potential and neonatal heart regeneration

**DOI:** 10.7554/eLife.107419

**Published:** 2025-10-22

**Authors:** Elisabetta Gamen, Eleanor L Price, Daniela Pezzolla, Carla De Villiers, Mala Gunadasa-Rohling, Adam B Lokman, Maria-Alexa Cosma, Judith Sayers, Carolina Roque Silva, Rafik Salama, David Robert Mole, Tammie Bishop, Chris W Pugh, Robin P Choudhury, Carolyn A Carr, Joaquim Miguel Vieira, Paul R Riley

**Keywords:** heart, epicardium, hypoxia, regeneration, Mouse

## Abstract

In humans, new-born infants can regenerate their heart during early life. This is modelled in the mouse, where regenerative capacity is maintained for the first week after birth but lost thereafter. Reactivation of this process holds great therapeutic potential; however, the molecular pathways that might be targeted to extend neonatal regeneration remain elusive. Here, we explored a role for hypoxia and HIF signalling on the regulation of epicardial activity in the developing mouse heart and in modulating the response to injury. Hypoxic regions were found in the epicardium from mid-gestation, associating with HIF-1α and HIF-2α, and expression of the epicardial master regulator Wilms’ tumour 1 (WT1). Epicardial deletion of *Hif1α* reduced WT1 levels, leading to impaired coronary vasculature. Targeting of the HIF degradation enzyme PHD, through pharmacological inhibition with a clinically approved drug or epicardial-specific genetic deletion of *Egln1*, stabilised HIF and promoted WT1 activity ex vivo. Finally, a combination of genetic and pharmacological stabilisation of HIF during neonatal heart injury led to prolonged epicardial activation, preservation of myocardium, augmented infarct resolution and preserved function beyond the 7-day regenerative window. These findings suggest modulation of HIF signalling extends epicardial activation to maintain myocardial survival beyond the neonatal regenerative window and may represent a viable strategy for treating ischaemic heart disease.

## Introduction

Unlike the adult mammalian heart, the neonatal mouse heart exhibits a remarkable regenerative capacity after myocardial infarction (MI) up to 7 days after birth (Aaboud et al., 2018). A similar regenerative capacity was shown in new-born humans (Haubner et al., 2016). This regenerative potential is linked to the epicardium, a mesothelial layer covering the outer surface of the heart. During development, a subset of epicardial cells undergoes epithelial to mesenchyme transition (EMT), generating epicardium-derived cells (EPDCs) that contribute to coronary vessel formation and cardiomyocyte proliferation and compaction (Simões and Riley, 2018). A number of transcription factors are expressed in the developing epicardium, including Wilms’ tumour 1 (WT1), which is instrumental in the regulation of EMT. Loss of WT1 impairs the ability of EPDCs to migrate into the underlying sub-epicardial region and mutant embryos die between E14.5 and E16.5 due to cardiovascular failure (Martínez-Estrada et al., 2010). EPDC plasticity gradually decreases during embryogenesis and after birth, the epicardium becomes quiescent. Embryonic genes, such as *Wt1*, are downregulated and EMT ceases (Zhou and Pu, 2011).

Following injury, the epicardium reactivates, resembling an embryonic-like state. Epicardial cells re-express WT1 (Wang et al., 2015), proliferate, undergo EMT, and differentiate into fibroblasts to stimulate tissue repair (Zhou et al., 2011). Thymosin β4 (Tβ4) pre-treatment results in EPDC-mediated neovascularisation after injury (Smart et al., 2007a) and induces limited de novo cardiomyocyte formation by differentiation from a progenitor population of epicardial origin (Smart et al., 2011).

Hypoxia, or low oxygen levels, has been linked to tissue regeneration (Price et al., 2019), and hypoxia-inducible factors (HIFs) play a central role in cellular responses to hypoxia (Kaelin and Ratcliffe, 2008). HIFs are heterodimeric transcription factors, consisting of α and β subunits (Dunwoodie, 2009), with the latter being constitutively expressed, whereas expression of the α subunit is oxygen-dependent (reviewed in Lee et al., 2019). Under well-oxygenated conditions (i.e. normoxia), prolyl hydroxylase domain proteins (PHD1-3) hydroxylate specific conserved proline residues on the α subunit, tagging it for proteasomal degradation. When oxygen levels drop, PHD activity is inhibited, enabling the α subunit to translocate to the nucleus and bind to hypoxia response elements (HRE) regulating transcription of a plethora of target genes (Appelhoff et al., 2004). In humans, mice, and rats, there are three isoforms of the α subunit, but the best characterised are HIF-1α and HIF-2α activating distinct, although partially overlapping, sets of genes (Smythies et al., 2019). Hypoxia and HIF activation are evident throughout the developing heart (Dunwoodie, 2009) and disruption of oxygen sensing pathways during development results in a wide range of cardiac abnormalities (Romanowicz et al., 2021). Notably, WT1 expression is upregulated in the heart and kidneys of rats exposed to hypoxia and an HRE binding site for HIF-1α has been identified within the *Wt1* promoter (Wagner et al., 2003) suggesting a link between hypoxia, HIF signalling, and epicardial activation. In this context, the role of epicardial HIF signalling in heart development and regeneration remains unclear. Studies have shown that stabilising HIF-1α inhibits EPDC migration in avian embryos (Tao et al., 2013) but promotes their differentiation into vascular smooth muscle cells (VSMCs; Tao et al., 2018). Endothelium-specific depletion of *Egln1* and *Eglin3* (encoding PHD2 and PHD3, respectively) promotes cardiomyocyte proliferation and prevents left ventricular failure in a model of MI (Fan et al., 2019), and exposure to hypoxia following MI induces a regenerative response in adult mice by metabolic reprogramming of cardiomyocytes leading to cell cycle re-entry (Nakada et al., 2017).

The epicardium and subepicardial space are identified as hypoxic niches, housing a unique progenitor cell population (Kocabas et al., 2012; Hesse et al., 2021). Given that hypoxia has been implicated in regenerative responses post-MI, and epicardial WT1 expression is HIF dependent, we hypothesised that HIF signalling contributes to epicardial cell activation during heart development and following injury and as such might represent a therapeutic target for extending the regenerative window (Porrello et al., 2011). Here, we demonstrate that the developing epicardium is hypoxic and epicardial-specific deletion of *Hif1a* disrupts epicardial EMT and heart vascularisation. In mice, we observe a gradual and concurrent decrease in WT1 expression and HIF-mediated signalling over the first week of life. Stabilisation of HIF signalling was sufficient to maintain activation of the epicardium beyond postnatal day (P) 7, improve cardiac remodelling and preserve function post-MI. These findings provide novel insight into the molecular mechanism regulating epicardial activation in the mouse heart and suggest that modulation of HIF signalling in the dormant epicardium may enhance cardiac repair and regeneration, representing a potential therapeutic strategy for the treatment of ischaemic heart disease and heart failure.

## Results

### The epicardium is hypoxic during development

To study the role of low oxygen tension in the developing heart, we initially investigated the physiological levels of hypoxia in situ from mid- to late gestation stages, when the epicardium forms and epicardial EMT takes place. Following in utero treatment with the marker Pimonidazole-HCl (Hypoxyprobe-1, HP1; Raleigh et al., 1999), we probed embryonic hearts at various developmental time points, ranging from E12.5 to E18.5 using an anti-pimonidazole fluorescence-conjugated monoclonal antibody (HP1), alongside immunostaining for the spatiotemporal expression of HIF-1α and HIF-2α.

At E12.5, characterised by a well-established epicardial layer amidst highly trabeculated myocardium, we observed extensive regions of hypoxia, mostly in areas of dense myocardium, such as the compact wall of the atrioventricular (AV) groove (Figure 1a). Notably, HP1 staining co-localised with the epicardial marker WT1 (Figure 1a), and both HIF-1α (Figure 1—figure supplement 1a) and HIF-2α at the apex of the heart. Additionally, strong HIF-1α signals were noted at the base of the heart (Figure 1a), while HIF-2α expression extended into the myocardial compartment (Figure 1—figure supplement 2a).

**Figure 1.**
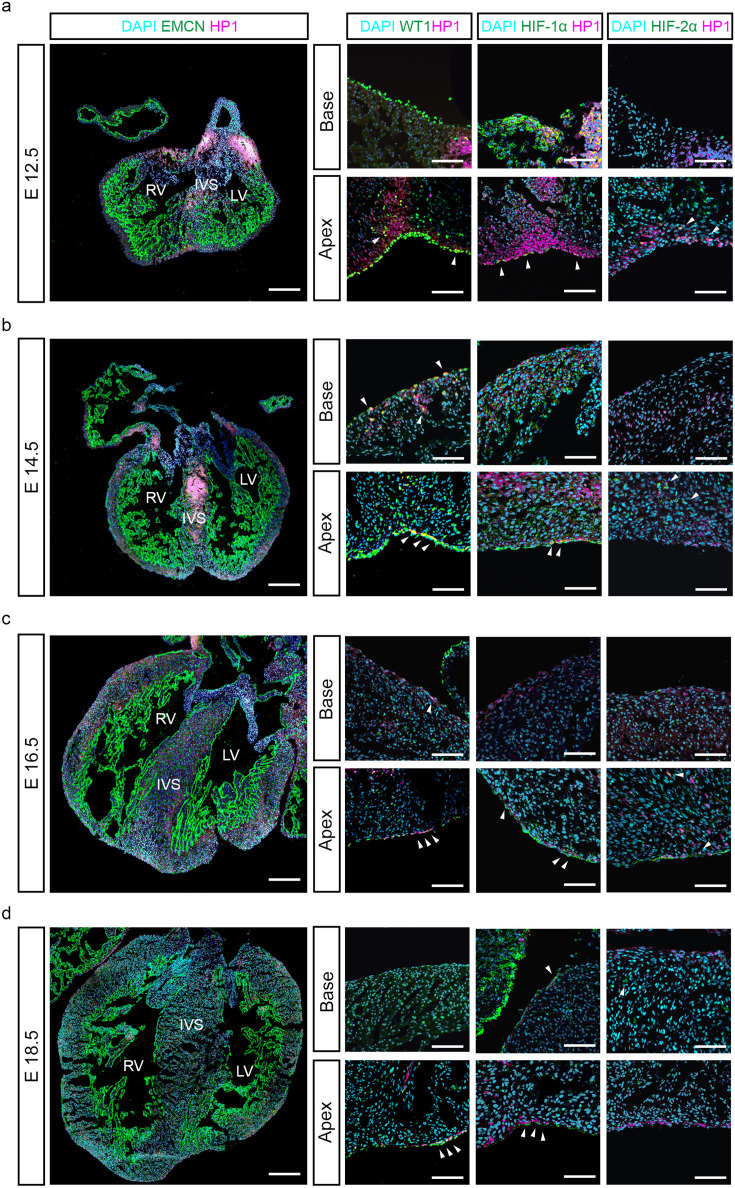
The epicardium is hypoxic at later stages of heart development. Representative images of immunostaining for DAPI (cyan), HP1 (magenta) and EMCN, WT1, HIF-1α and HIF-2α (green) on serial cryosections of foetal hearts at E12.5 (**a**), E14.5 (**b**), E16.5 (**c**), and E18.5 (**d**). Arrowheads indicate overlap between HP1 and WT1, HIF-1α or HIF-2α. n=6 hearts per stage. IVS = interventricular septum, RV = right ventricle, LV = left ventricle. Whole heart scale bars, 200 μm; high-magnification scale bars, 100 μm.

**Figure 1—figure supplement 1.**
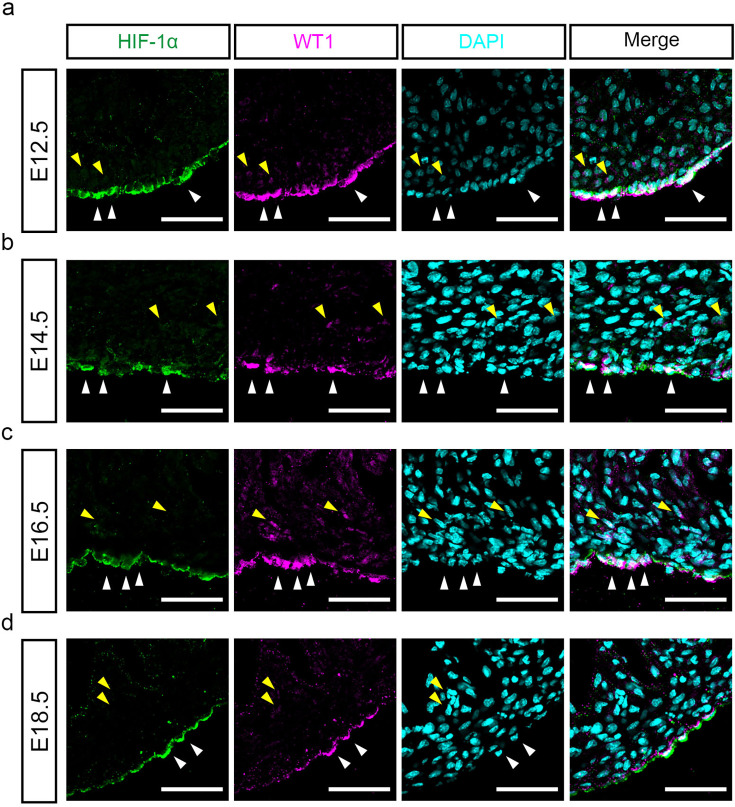
HIF-1α is expressed in the epicardium at different stages of heart development. Representative images of immunostaining for DAPI (cyan), HIF-1α (green), and WT1 (magenta) on apical regions of foetal hearts at E12.5 (**a**), E14.5 (**b**), E16.5 (**c**), and E18.5 (**d**). White arrowheads indicate HIF-1α expression in epicardial WT1-expressing cells. Yellow arrowheads indicate WT1-expressing cells lacking HIF-1α expression in the myocardial compartment. n=3 hearts per stage. Scale bar, 50 μm.

**Figure 1—figure supplement 2.**
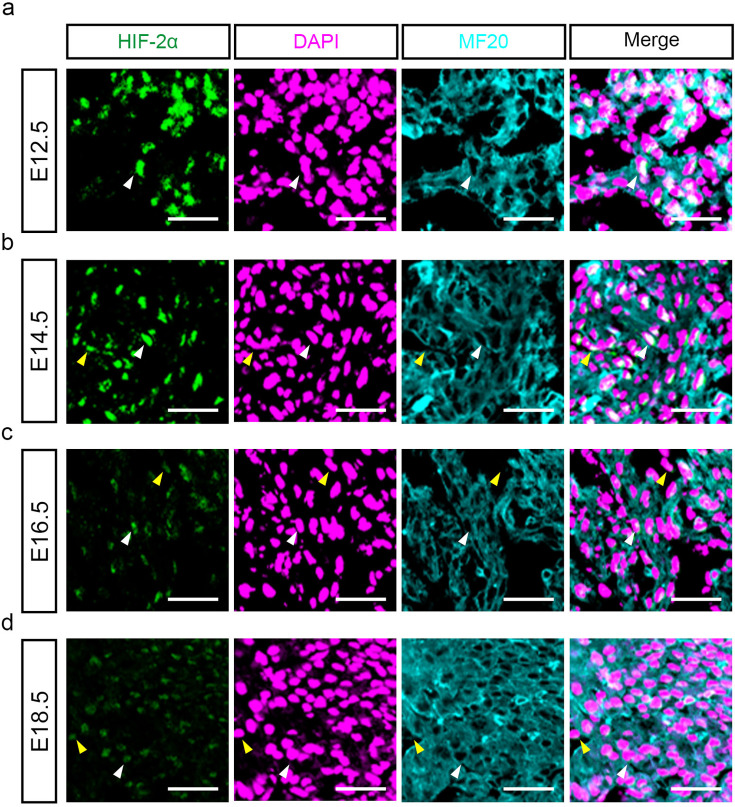
HIF-2α is expressed in the myocardium at different stages of heart development. Representative images of immunostaining for DAPI (magenta), HIF-2α (green), and MF20 (cyan) on cryosections of foetal hearts at E12.5 (**a**), E14.5 (**b**), E16.5 (**c**), and E18.5 (**d**). White arrowheads indicate HIF-2α expression in cardiomyocytes. Yellow arrowheads indicate HIF-2α expression in non-cardiomyocyte cells. n=3 hearts per stage. Scale bar, 50 μm.

By E14.5, extensive HP1 staining persisted in areas of thicker compact myocardium, such as the interventricular septum (IVS; Figure 1b). Co-localisation with WT1 and HIF-1α was observed predominantly in the epicardium, notably in the apex (Figure 1—figure supplement 1b), and base regions. While HIF-2α co-localisation with HP1 was present, it was primarily within the myocardium (Figure 1b, Figure 1—figure supplement 2b).

Analysis of hearts at E16.5 and E18.5 revealed a progressive decrease in HP1 signal, becoming largely confined to WT1-expressing epicardial cells at later stages (Figure 1c and d). Similarly, HIF-1α localisation was restricted in discrete regions of the outermost layer of the heart (Figure 1—figure supplement 1c, d), whereas HIF-2α expression transitioned from the epicardium (notably at the apex of the heart) to some sporadic expression in underlying cardiomyocytes by E18.5. (Figure 1—figure supplement 2c, d, Figure 1c and d). Collectively, these data suggest that WT1+ cells making up the epicardial layer of the developing heart become hypoxic from mid-gestation onwards, preferentially expressing HIF-1α, whereas HIF-2α expression predominantly occurs within the forming myocardium.

### HIF-1α epicardial deletion reduces the number of Wt1+ cells and alters coronary vessel development in E16.5 embryos

Given that the epicardium is hypoxic during mid-late gestation, and we observed expression of HIF-1α by WT1^+^ cells within the epicardium, we next determined the functional implications of HIF-1α on epicardial development. To specifically target *Hif1α* expression in the epicardium, we crossed the tamoxifen-inducible epicardial-specific *CreERT2* driver, *Wt1^CreERT2/+^* (Zhou et al., 2008) with mice in which exon 2 of the *Hif1a* gene is flanked by LoxP sites (*Hif1a*^fl/fl^). Importantly, there is no known phenotype attributed to hemizygosity for Wt1 (Moore et al., 1999) as might be associated with the *Wt1^CreERT2/+^* mice (Zhou et al., 2008) and as such any interpretation of downstream effect is attributed to epicardial loss of HIF-1α. Pregnant *Wt1^CreERT2/+^;Hif1a*^fl/fl^ females were injected with tamoxifen at E9.5 and E10.5, to target epicardial development, and embryos were collected at E16.5. Immunostaining for WT1 and the epicardial marker podoplanin (PDPN) revealed a marked reduction in the number of WT1+ cells in *Wt1^CreERT2/+^;Hif1a*^fl/fl^ mutant (KO) hearts as compared to littermate controls (CTR; Figure 2a and b), affecting both the epicardial layer (Figure 2c; CTR: 0.72±0.11; KO: 0.32±0.010; p=0.0268) and the myocardium (Figure 2d; CTR: 3.96±1.01; KO: 0.98±0.25; p=0.0461). Notably, deletion of *Hif1a* did not affect HIF-2α expression in WT1+ cells (Figure 2—figure supplement 1a). Reduction in the number of Wt1+ cells in the myocardial compartment suggested an impairment in epicardial EMT. Hearts were also probed for the endothelial marker endomucin (EMCN), which also marks the endocardium and the outline of myocardial trabeculae. No significant alterations were observed in myocardial compaction (Figure 2e), myocardial trabeculation as assessed by fractal analysis (Figure 2f), or the proliferation rate of WT1^+^ cells between mutants and controls (Figure 2—figure supplement 1c, d).

**Figure 2.**
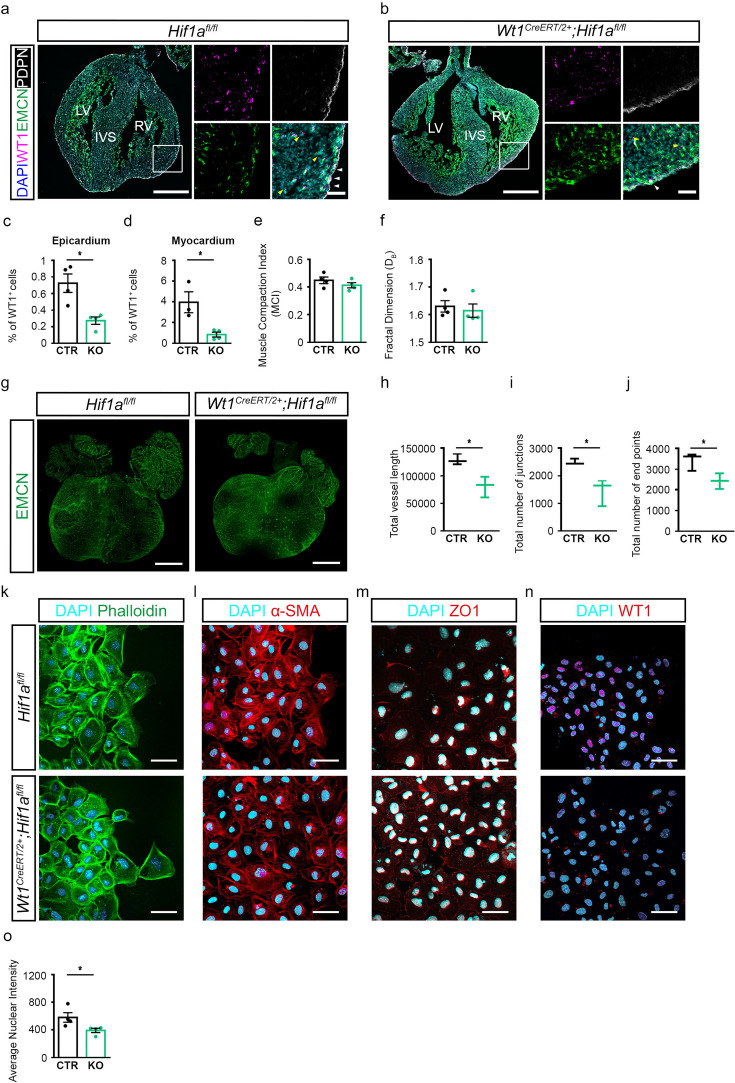
Epicardial loss of *Hif1a* leads to reduced WT1 expression and impaired EMT. (**a, b**) Representative images of immunostaining for EMCN (green), WT1 (magenta), PDPN (white), and DAPI (blue), on coronal sections of hearts from (**a**) *Hif1a^fl/fl^* (CTR) or (**b**) *Wt1^CreERT2/+^;Hif1a^fl/fl^* (KO) embryos injected with tamoxifen at E9.5 and E10.5 and harvested at E16.5. Images on the right of each panel represent high magnifications of boxed regions. White arrowheads indicate WT1-expressing cells in the epicardium. Yellow arrowheads indicate WT1-expressing cells in the myocardial compartment. Quantification of WT1+ cells in (**c**) the epicardium (CTR, n=4; KO, n=4) or (**d**) the myocardium (CTR, n=4; KO, n=4). (**e**) Muscle compaction index and (**f**) fractal dimension analysis to assess the complexity of myocardial trabeculae. (CTR, n=4; KO, n=4). (**g**) Whole-mount immunostaining for EMCN (green) to visualise the coronary vasculature of CTR and KO embryos at E16. 5. (**h–j**) Quantification of coronary vasculature as (**h**) total vessel length, (**i**) number of junctions, and (**j**) end points carried out using AngioTool. n=3 hearts/group. Representative images of immunostaining for (**k**) Phalloidin (green), (**l**) α smooth muscle actin (α-SMA, red), (**m**) zonula occludens-1 (ZO-1, red), (**n**) WT1 (red) and DAPI nuclear stain (cyan) on epicardial explants derived from *Hif1a^fl/fl^* (CTR) and *Wt1^CreERT2/+^;Hif1a^fl/fl^*(KO) hearts harvested at E11.5. (**o**) Quantification of nuclear intensity of WT1 signal on epicardial explants (CTR, n=4; KO, n=4). IVS = interventricular septum, LV = left ventricle, RV = right ventricle. Whole heart scale bars, 500 μm; high-magnification scale bars, 50 μm. Data presented as median, inter-quartile range (IQR) and upper and lower limits. Error bars represent mean ± s.e.m. *n* numbers refer to individual mice. Two-tailed, unpaired Student t-tests were used for statistical analysis. *p<0.05.

**Figure 2—figure supplement 1.**
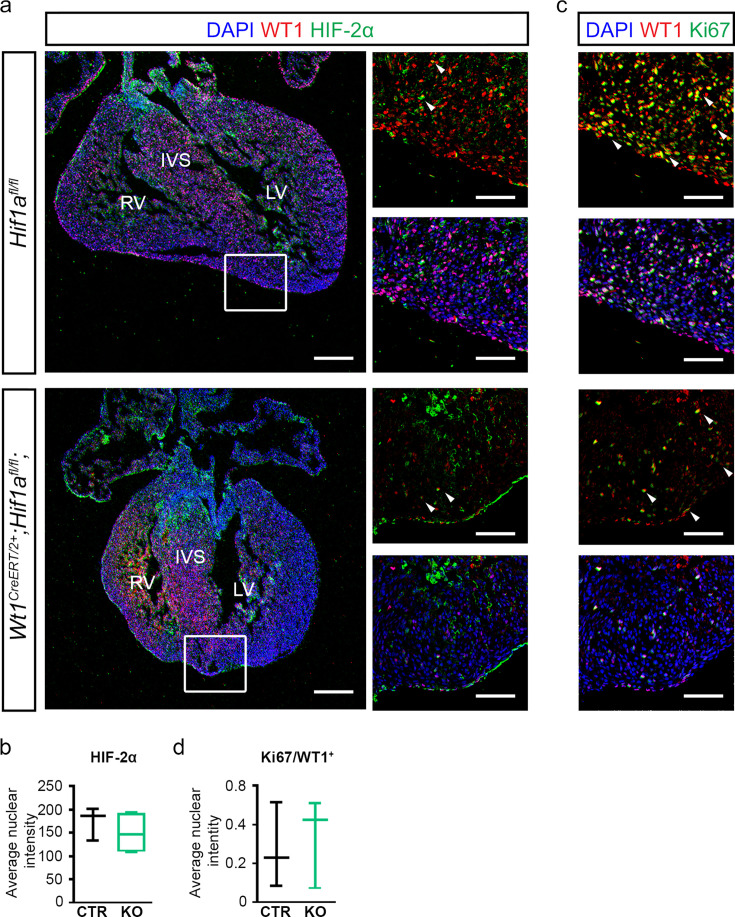
Epicardial deletion of HIF-1α does not alter HIF-2α expression nor proliferation of WT1^+^ cells. (**a**) Representative images of co-immunostaining for WT1 (red) and HIF-2α (green) and DAPI nuclear stain (blue) and (**b**) quantification of HIF-2α nuclear signal in WT1+ cells on sections from *Hif1a^fl/fl^* (CTR, n=3) and *Wt1^CreERT2/+^;Hif1a^fl/fl^* (KO, n=4) hearts harvested at E16.5. (**c**) Representative images of co-immunostaining for WT1 (red), Ki67 (green) and DAPI nuclear stain (blue) and (**d**) quantification of Ki67 nuclear signal in WT1**+** cells on section from CTR (n=3) and KO (n=3) hearts harvested at E16.5. Whole heart scale bars, 200 μm; high-magnification scale bars, 100 μm. IVS = interventricular septum, LV = left ventricle, RV = right ventricle. Arrowheads indicate co-expression of WT1 and (**a**) HIF-2α or (**b**) Ki67. Data presented as median, IQR and upper and lower limits. *n* numbers refer to individual mice. Two-tailed, unpaired Student t-tests were used for statistical analysis.

**Figure 2—figure supplement 2.**
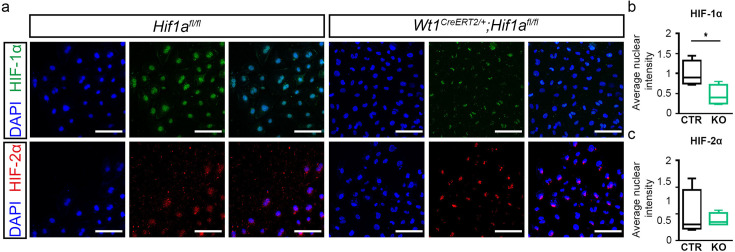
Tamoxifen treatment of *Wt1^CreERT2/+^;Hif1a^fl/fl^* -derived epicardial explants reduces HIF-1α expression without affecting HIF-2α. (**a**) Representative images of co-immunostaining for HIF-1α (green), HIF-2α (red), and DAPI nuclear stain (blue) and quantification of (**b**) HIF-1α and (**c**) HIF-2α nuclear signal from E11.5 derived epicardial explants of *Hif1a^fl/fl^* (CTR, n=4) and *Wt1^CreERT2/+;^Hif1a^fl/fl^* (KO, n=4). Scale bars, 100 μm. Data presented as median, IQR, and upper and lower limits. *n* numbers refer to individual mice. Two-tailed, unpaired Student t-tests were used for statistical analysis. *p<0.05.

**Figure 2—figure supplement 3.**
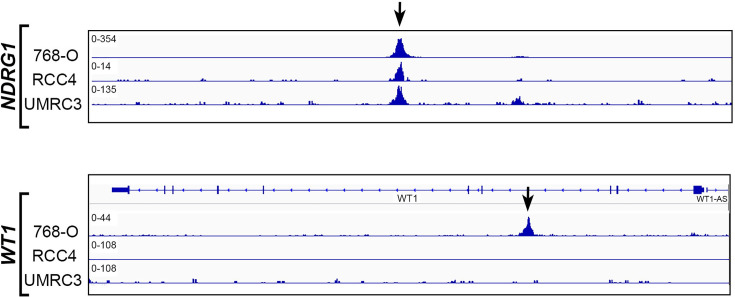
HIF-1β subunit directly binds to the WT*1* locus. HIF1β ChIP-sequencing analysis of *NDRG1* (positive control) and *WT1* loci, conducted on human clear cell renal cell carcinoma (ccRCC) line 786-O. Arrows highlight positive peaks.

Given the essential role of the epicardium in coronary vessel development (Smart et al., 2007b), we assessed coronary vessel formation using whole-mount immunofluorescence staining for EMCN associated with AngioTool software quantification (Zudaire et al., 2011). Mutant hearts exhibited significantly impaired coronary vasculature, as evidenced by decreased total vessel length (microns; Figure 2h, CTR: 129229±5509; KO: 81073±10915; p=0.0170), number of junctions (Figure 2i, Mean ± SEM; CTR: 2505±63.74; KO: 1457±282.1; *P*=0.0223) and vessel end points (Figure 2j, Mean ± SEM; CTR: 3422±249.5; KO: 2429±218.6; p=0.0402).

During development, EPDCs undergo EMT and migrate into the sub-epicardial space to support coronary vessel formation. Thus, we sought to investigate whether the vascular impairment observed in the *Wt1^CreERT2/+^;Hif1a*^fl/fl^ mutant embryos was due to compromised epicardial EMT. Epicardial explants from *Wt1^CreERT2/+^;Hif1a*^fl/fl^ embryos treated with tamoxifen showed a reduced HIF-1α expression (Figure 2—figure supplement 2b; CTR: 0.99±0.16; KO: 0.46±0.12; p=0.0397) without affecting HIF-2α levels (Figure 2—figure supplement 2c; CTR: 2505±63.74; KO: 1457±282.1; p=0.223). Tamoxifen-treated epicardial explants from *Wt1^CreERT2/+^;Hif1a*^fl/fl^ hearts revealed an increased epithelial and reduced mesenchymal phenotype. This was evident by reduced stress fibre formation (Figure 2k), reduced alpha-smooth muscle actin (α-SMA) staining (Figure 2l), and altered sub-cellular localisation of the EMT marker and structural component of cell-cell adhesion complexes zonula occludens-1 (ZO-1) (Figure 2m) compared to controls. Specifically, mutant explants showed a predominant membrane α-SMA staining, demarcating their epithelial cell shape, whereas control cells displayed a more intense cytoplasmic labelling of the filamentous actin cytoskeleton (Figure 2l). Similarly, in control cells, the localisation ZO-1 protein was predominantly cytoplasmic and/or nuclear, whereas in mutant cells, ZO-1 staining was membranous, indicating a lesser migratory and more epithelial-like phenotype (Figure 2m). Consistent with our in vivo findings, explants derived from *Wt1^CreERT2/+^;Hif1α*^fl/fl^ embryos exhibited decreased WT1 expression, indicating impaired epicardial EMT (Figure 2n and o; CTR: 725.7±86.93; KO: 490.9±37.65; p=0.0479).

To elucidate the direct regulation of WT1 by HIF-1α, we interrogated a publicly available dataset of chromatin immunoprecipitation coupled with next generation sequencing (ChIP-seq) generated in the renal adenocarcinoma 786-O cell line (Smythies et al., 2019). ChIP-seq analysis confirmed direct HIF binding within intron 3 of the *Wt1* gene (Figure 2—figure supplement 3), consistent with previous findings (Wagner et al., 2003).

In summary, epicardial-specific deletion of *Hif1a* in vivo and ex vivo significantly reduced the number of WT1+ cells, both in the epicardium and underlying myocardium, arising through EMT affecting coronary vessel development at E16.5. Taken together, our data demonstrate that HIF regulates the expression of WT1 and associated epicardial EMT.

### Stabilisation of HIF signalling enhances Wt1 expression and epicardial EMT

We next sought to investigate whether stabilising HIF signalling under normoxic conditions is sufficient to enhance epicardial EMT. To this end, we established epicardial explants from *Rosa26^+/CreERT2^;Egln1^fl/fl^* mice, where Cre-mediated recombination induced loss of *Egln1*, thereby stabilising HIF signalling in all cell types but restricted to epicardium in explants for ex vivo analysis (Figure 3a–d; Figure 3—figure supplement 1). Upon tamoxifen treatment, *Rosa26^+/CreERT2^; Egln1^fl/fl^* derived explants (KO) exhibited a significant induction of HIF-1α and HIF-2α expression as compared to controls (CTR; Figure 3—figure supplement 1a–c; HIF-1α; CTR: 0.26±0.13; KO: 0.86±0.09; p=0.0061; HIF-2α; CTR: 0.37±0.01; KO: 1.12±0.15; p=0.0027). Subsequent visualisation of stress fibres via α-SMA staining revealed augmented mesenchymal morphology in the mutant-derived explants (Figure 3a). Consistent with this, WT1 nuclear fluorescence was significantly increased in KO explants as compared to controls (CTR; Figure 3b and c; CTR: 158.7±48.34; KO: 330.5±27.26; p=0.0364). In addition, expression levels of the EMT transcription factor snail family transcriptional repressor 2 (*Snai2*) gene were increased in *Egln1*-KO explants relative to CTR (Figure 3d; CTR: 1±0.025; KO: 1.166±0.036; p=0.0464).

**Figure 3.**
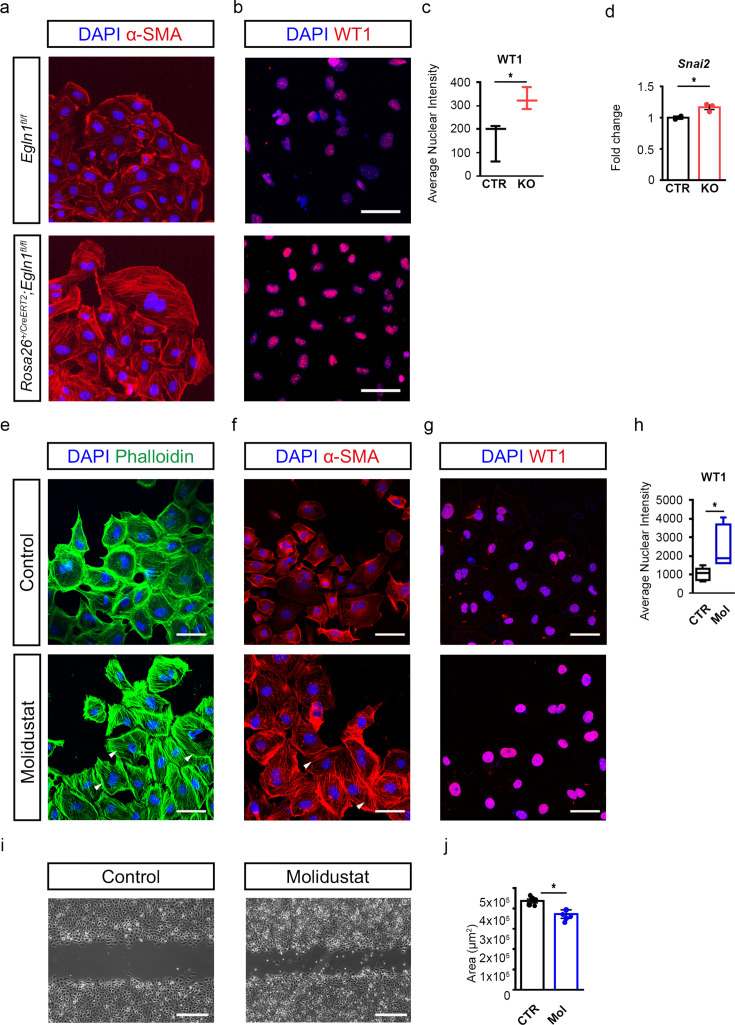
Stabilisation of HIF signalling promotes Wt1 expression and enhances epicardial EMT. (**a, b**) Representative images of immunostaining for α smooth muscle actin (α-SMA, red), WT1 (red), and DAPI nuclear stain (blue) and (**c**) quantification of nuclear intensity of WT1 signal on epicardial explants derived from *Egln1^fl/fl^* (CTR) and *Rosa26^+/CreERT2^; Egln1^fl/fl^* (KO) embryos at E11.5. n=5 hearts/group. (**d**) *Snai2* expression analysis by qRT-PCR using RNA isolated from epicardial explants derived from CTR (n=2) and KO (n=3) hearts. (**e–g**) Representative images of immunostaining for Phalloidin (green), α-SMA (red), WT1 (red) and DAPI nuclear stain (blue), and (**h**) quantification of nuclear intensity of WT1 signal on epicardial explants derived from wild type hearts harvested at E11.5 and treated with DMSO (control, CTR, n=6) or Molidustat (Mol, n=6). Scale bars, 50 μm. Arrowheads indicate stress fibres. *n* numbers refer to individual mice. (**i**) Representative images and (**j**) quantification of cell migration assessed by wound healing/scratch assay of MEC.1 cells treated with DMSO (control, CTR, n=5), or Molidustat (Mol, n=5). *n* numbers refer to technical replicates. Scale bars, 0.5 μm. Data presented as median, inter-quartile range (IQR) and upper and lower limits or mean ± *s.e.m*. Two-tailed, unpaired Student t-tests were used for statistical analysis. *p<0.05.

**Figure 3—figure supplement 1.**
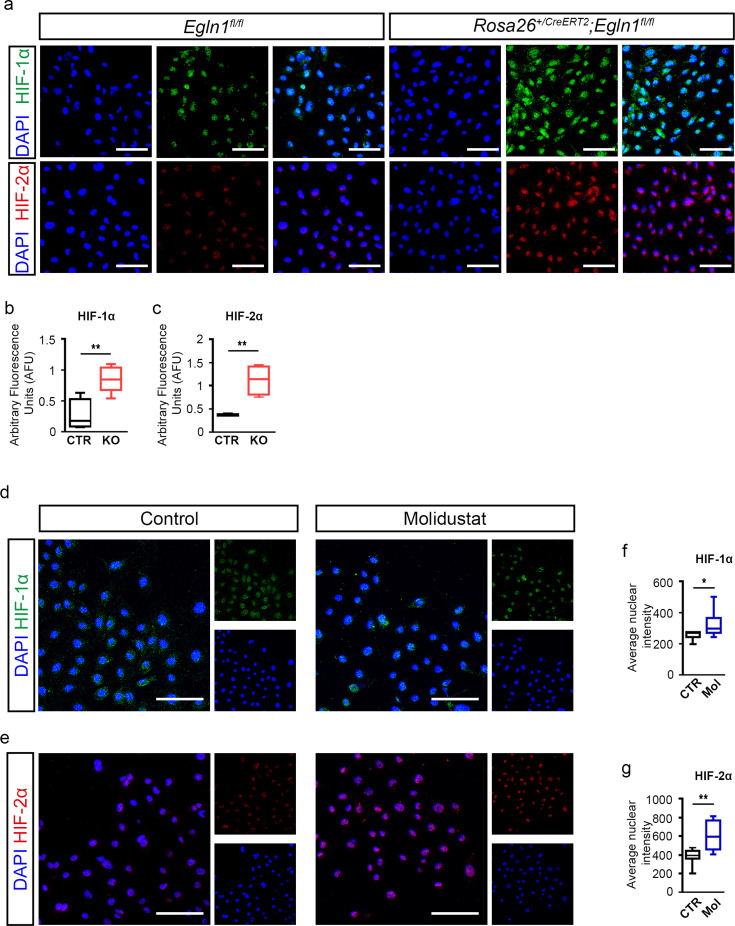
Genetic and pharmacological stabilisation of HIF signalling induces both HIF-1α and HIF-2α expression in epicardial explants. (**a**) Representative images of co-immunostaining for HIF-1α (green), HIF-2α (red), and DAPI nuclear stain (blue) on epicardial explants derived from E11.5 hearts of *Egln1^fl/fl^* (CTR) and *Rosa26^+/CreERT2^; Egln1^fl/fl^* (KO) embryos. Quantification of (**c**) HIF-1α and (**d**) HIF-2α nuclear signal. N=4/group. (**d, e**) Representative images of co-immunostaining for HIF-1α (green), HIF-2α (red) and DAPI nuclear stain (blue) on epicardial explants derived from E11.5 hearts of wild type embryos treated with DMSO (Control), or Molidustat (BAY 85–3934). Quantification of (**f**) HIF-1α and (**g**) HIF-2α nuclear signal from control (CTR, n=4) and Molidustat (Mol, n=4). Scale bars, 100 μm. Data presented as median, IQR and upper and lower limits. *n* numbers refer to individual mice. Two-tailed, unpaired Student t-tests were used for statistical analysis. *p<0.05, **p<0.01.

To complement our genetic studies, we undertook a more therapeutically relevant approach by using a pharmacological PHD inhibitor to stabilise HIF signalling. Epicardial explants were generated from C57BL/6 wildtype embryos and treated with DMSO control (CTR) or Molidustat (BAY 85–3934, Mol) a specific PHD inhibitor, used in clinical trials for renal anaemia (Macdougall et al., 2019; Figure 3e–j). Immunostaining for HIF-1α and HIF-2α confirmed the stabilisation of HIF signalling upon PHD inhibitor treatment (Figure 3—figure supplement 1d–g). Staining with phalloidin (Figure 3e) and α-SMA (Figure 3f) showed an enhanced mesenchymal morphology with increased stress fibres in inhibitor-treated explants, suggestive of EMT induction. Furthermore, immunostaining demonstrated a significant increase in WT1 expression in treated explants as compared to control (Figure 3g and h; CTR: 1039±134.9; Mol: 2500±503.7; *P*=0.03). Likewise, the PHD inhibitor enhanced the motility of cultured mouse embryonic ventricular epicardial cells (MEC.1 cell line) (Li et al., 2011) compared to control-treated cells (Figure 3i and j; CTR: 436869±9359; Mol: 372482±20880; p=0.0477), as assessed by scratch assays. These findings collectively suggest that genetic perturbation and/or pharmacological inhibition of PHDs stabilise HIF signalling in the epicardium ex vivo, leading to increased WT1 expression and stimulation of epicardial EMT.

### Reduced HIF signalling is associated with epicardial quiescence in the neonatal heart

To gain unbiased insight into hypoxia and HIF-related molecular pathways which are differentially regulated in intact P1 versus P7 mouse hearts, we performed single cell RNA-seq analysis using the 10x Genomics Chromium platform and next generation sequencing. 

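The single cell data comprised 1 library per age, each prepared from 3 hearts of one litter that were pooled before digestion, so there was no replicate at either age and no test between P1 and P7 was possible. The P1 hearts were digested for 20 min and the P7 hearts for 45 min. The authors aligned the reads to mm10 with Cell Ranger and deposited, for each library, the number of unique molecular identifiers (UMIs, tags that count each captured mRNA molecule once) per gene and cell barcode, without normalisation. The P1 file held 7836 barcodes with 63585504 UMIs, with a median of 4634 UMIs and 1864 genes per barcode. The P7 file held 9077 barcodes with 98346195 UMIs, with a median of 9451 UMIs and 3128 genes per barcode. Cells with at least 200 and at most 8000 genes were kept when no more than 20% of their UMIs were mitochondrial, a limit chosen because the paper's text does not name one. In the cells kept, the median was 10875 UMIs at P1 and 10104 UMIs at P7. Cells of both libraries were clustered together after regression of UMIs, mitochondrial share and cell cycle, without the Harmony integration used in the paper. Clusters were named, with the suffix -like, from marker genes fixed beforehand, and no doublet caller was applied. The genes the paper names for these data and the gene lists compiled beforehand did not enter the clustering. This does not extend to genes picked later from the values, such as Sftpc and Hoxa5. For each cell class the UMIs of a gene were summed per library and scaled by the summed UMIs of that class to CPM. P1 was compared with P7 as the log2 ratio of these values with 0.5 counts added to each sum. All 95% intervals, exact Poisson for sums, exact conditional binomial for ratios and Clopper-Pearson for shares of cells, cover counting error only and not the variation between hearts. The libraries also differed in sex, since Xist had 57336 UMIs in the P1 cells and 12 in the P7 cells, whereas 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) together had 2 UMIs at P1 and 18039 at P7.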

Cell clusters were visualised through uniform manifold approximation and projection (UMAP; Figure 4a). 

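Clustering of the 13502 cells kept gave 31 clusters, of which 24 could be named from the fixed markers. Endothelial (EC-like) cells made up 33.1% of the P1 cells (95% interval 31.8 to 34.4, 1650 of 4991) and 37.7% of the P7 cells (36.7 to 38.7, 3208 of 8511). Fibroblast (FB-like) cells made up 26.5% at P1 (25.2 to 27.7) and 32.2% at P7 (31.2 to 33.2). The 7 clusters that stayed unnamed held 20.6% of the P1 cells and 11.8% of the P7 cells. Smooth muscle (SMC-like) cells were 3.93% at P1 and 5.51% at P7, and pericyte-like cells 2.36% and 3.49%. T cells (TC-like) numbered 5 at P1 and 245 at P7. The FB-like class depended on the clustering, and 2 of its 3 clusters had no more than the 3 markers required for a name. P1 cells in it numbered 1321 here and 276 at a resolution of 2.0. When clusters were named by folds over the median cluster, a rule added after the first values had been seen, the numbers were 1411 and 1917. The names were rebuilt from the counts, and may differ from those of the study for that reason. Of the 31 clusters, 2 with 198 cells in all were found at P1 alone.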

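One cluster met the criteria for an epicardial, or Epi-like, name, with 75 of 4991 cells at P1 (1.50%, 95% interval 1.18 to 1.88) and 30 of 8511 cells at P7 (0.352%, 0.238 to 0.503). Upk3b, Upk1b, Bnc1 and Dmkn were used neither for the clustering nor for the name. Upk3b (ENSMUSG00000042985), at 136038496 to 136046487 on chromosome 5 of GRCm38 (GENCODE M21), had 1576 UMIs in the Epi-like cells of P1, or 1651 CPM (1570 to 1734), against 0.431 CPM in all other P1 cells. At P7 it had 728 UMIs, or 1671 CPM (1551 to 1796), against 0.309 CPM in all other cells. Upk1b reached 489 CPM at P1 and 344 CPM at P7, Bnc1 42.9 and 80.3 CPM, and Dmkn 814 and 190 CPM, whereas none of these 3 genes exceeded 1.08 CPM in the other cells of either library. Upk3b was detected in 68.0% of the Epi-like cells of P1 (56.2 to 78.3) and in all 30 of P7, and in 72.1% and 90.0% after each cell was thinned to 2000 UMIs, which left out 7 cells of P1 and 0 of P7. The median depths of the Epi-like cells were 13571 UMIs at P1 and 14732 UMIs at P7. No lymphocyte (TC-like or BC-like, median 5247 UMIs at P1 and 5317 at P7) had a Upk3b UMI. Within the cluster, 24 P1 cells and no P7 cell had UMIs in at least 2 of 7 alveolar epithelial genes, a check chosen after Sftpc and Ager had been seen to lead the cluster. None of these 24 cells had a Upk3b UMI, whereas the other 51 P1 cells and the 30 P7 cells all did. At a resolution of 2.0 the Epi-like cluster held 51 P1 cells, or 1.02%.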

An epicardial cell cluster (Epi) was identified based on previously described specific epicardial gene expression signatures (Bochmann et al., 2010; Figure 4b). As expected, a cardiomyocyte cell cluster (CM) was underrepresented due to both low survival and size incompatibility with the FACS cell sorting (Cui and Olson, 2020). 

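Cardiomyocyte (CM-like) cells numbered 92 of 4991 at P1 (1.84%, 95% interval 1.49 to 2.26) and 18 of 8511 at P7 (0.211%, 0.125 to 0.334). The median depth of these cells was 3932 UMIs at P1. Without any mitochondrial limit the CM-like share was 1.99% at P1 and 0.426% at P7. When each library was clustered alone, the share at P7 was 2.97%.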

Gene Ontology (GO) analysis for biological processes showed an enrichment of hypoxia-related pathways in P1 compared to P7 hearts (Figure 4—figure supplement 1a), particularly in the epicardial cell population (Figure 4c). In contrast, hypoxia-related pathways were enriched in P7 hearts compared to P1 hearts in the fibroblast cluster (Figure 4—figure supplement 1b–d), suggesting a role for hypoxia post-injury, specifically in the fibrotic response leading to scarring. Accordingly, expression of well-known HIF-induced genes such as *Vegfa* and pyruvate dehydrogenase kinase 3 (*Pdk3*) was increased in P1-derived epicardial cells (Figure 4d). Conversely, the expression of *Egln1*, encoding for the main suppressor of HIF signalling, was enriched in P7 cells (Figure 4e). These findings were further confirmed by a time-course analysis of mRNA levels using ventricle lysates and immunostaining which revealed a marked upregulation of *Egln1* cardiac levels from P7 to adulthood (Figure 4f, Figure 4—figure supplement 2a, b). 

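The pathway enrichment was approached through gene lists, because the pathway database was not used here: a list of 200 genes for the Hallmark hypoxia set and one of 44 direct HIF target genes were compiled by hand from memory. Their membership may differ from the Hallmark set itself and from the sets behind Figure 4c. In Epi-like cells, 131 Hallmark genes had at least 20 UMIs summed over both libraries. Their median log2 ratio of P1 over P7 was 0.01 (counting interval -0.04 to 0.15), at percentile 92.3 of 10000 random lists matched on expression, whose central 95% ran from -0.15 to 0.04. The 5 genes with the largest change were Maff, Ctgf, Vegfa, Has1 and Errfi1, all higher at P1. Without the 24 alveolar-like cells the log2 ratios of Ctgf and Errfi1 fell from 4.18 to 1.87 and from 2.64 to 0.56, and Vegfa was no longer higher at P1. Has1 had 82 UMIs at P1 and 2 at P7, a log2 ratio of 3.91 (2.33 to 7.30). The core HIF target list had a median of -0.01 over 35 genes, at percentile 68.4, with Car9 lower at P1 (-2.24, -3.60 to -1.08). In all cells taken together, 187 Hallmark genes had a median of 0.03 (0.01 to 0.05), at percentile 99.1. The alternative that moved the Epi-like Hallmark value most was a gate on 3 of 7 epicardial markers in place of clusters, which gave -0.08 at percentile 19.4. In all cells, thinning each cell to 2000 UMIs gave -0.02 at percentile 67.0. Without the 24 alveolar-like cells the Epi-like median was -0.04, at percentile 63.6. A list of 48 immediate early and heat shock genes that respond to tissue digestion had a median of 0.37 in Epi-like cells, at percentile 100, and one of -0.071 with the gate. The same list had medians of 0.28 in FB-like cells and 0.24 in all cells, both at percentile 100. Without the genes on this digestion list, the Hallmark median in all cells was 0.026 (counting interval 0.004 to 0.041), at percentile 97.47, just inside the central 95%. Apart from this alternative and thinning, every alternative placed the all-cell Hallmark list above the central 95%, at percentiles from 98.23 to 100. From its Gene Ontology analysis, the paper states that hypoxia-related pathways were enriched at P1, particularly in the epicardial cells. In those cells the paper's enrichment used genes ranked by fold change and p-value. A list median is a different measure and can miss a shift in a minority of the genes.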

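In the FB-like cells, 1321 at P1 and 2742 at P7, the 179 Hallmark hypoxia genes with at least 20 UMIs had a median log2 ratio of P1 over P7 of 0.03 (counting interval -0.003 to 0.07), at percentile 67.3 of the matched random lists, and 94 of them were higher at P1. The core HIF target list had a median of 0.02 over 42 genes, at percentile 54.4. Single genes moved in both directions. Of the 5 largest changes on the core HIF target list, 4 were higher at P7 (Ndrg1, Ak4, Bhlhe40 and Pfkp) and 1, Egln3, at P1. Ackr3 (-2.72, 95% interval -2.84 to -2.60) and Ndrg1 (-1.26, -1.56 to -0.99) were higher at P7, whereas Igfbp3 (2.07, 1.98 to 2.15) and Egln3 (1.47, 1.25 to 1.69) were higher at P1. Of the P1 cells of the class, 1038 lay in a cluster that held 769 P7 cells. Of the P7 cells, 1456 lay in another cluster that held 59 P1 cells. Ratios in the class can therefore reflect its mix of clusters as well as age. The list medians depended on which clusters bore the FB-like name. With 276 P1 cells in the class, at a resolution of 2.0, the core HIF target median was -0.18, at percentile 0.05, and the Hallmark median -0.03, at percentile 15.4. With the same clusters named by folds over the median cluster, which placed 1917 P1 cells in the class, they were -0.02 and 0.08.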

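Vegfa (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369 on GRCm38) had 153 UMIs in the 75 Epi-like cells of P1, or 160 CPM (95% interval 136 to 188), and 4 UMIs in the 30 cells of P7, or 9.18 CPM (95% upper limit 23.5), a log2 ratio of 3.96 (2.74 to 6.02). Of the 153 UMIs, 147 lay in the 24 P1 cells with UMIs in at least 2 alveolar epithelial genes, which lacked Upk3b. In the remaining 51 P1 cells Vegfa had 6 UMIs, or 7.96 CPM (2.92 to 17.3), and the log2 ratio was -0.26 (-2.28 to 2.06). The same ratio of -0.26 was obtained at a resolution of 2.0 and without regression, and ratios of -0.06 and -0.16 were obtained when each library was clustered alone and when all genes were allowed among the variable genes; all 4 alternatives had been set beforehand and placed those cells in other clusters. Vegfa was detected in 32.0% of the Epi-like cells of P1 (21.7 to 43.8) and 10.0% of those of P7 (2.11 to 26.5). After thinning to 2000 UMIs it was detected in 17.6% and in 0 of 30 cells. The latter allows a share of up to 10.0% by a floor of 3 counts of 30, and up to 11.6% by the 95% interval. Among lymphocytes, which were taken as a background for Vegfa, 2.70% of 37 cells at P1 and 2.61% of 345 cells at P7 had a UMI. Pdk3 (ENSMUSG00000035232, chromosome X, 93764607 to 93832201) had 46 UMIs at P1, or 48.2 CPM (35.3 to 64.3), and 3 UMIs at P7, or 6.88 CPM (1.42 to 20.1), a log2 ratio of 2.60 (1.17 to 5.14). Without the alveolar-like cells the counts were 37 and 3 and the ratio 2.63 (1.18 to 5.18). Pdk3 was detected in 41.3% of the Epi-like cells of P1 and 10.0% of those of P7, against 8.11% and 10.4% of the lymphocytes. As the P1 library was female and the P7 library male, the X-linked Pdk3 was also measured in FB-like cells, where its log2 ratio was 0.19 (0.02 to 0.35).

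**Figure D1:**
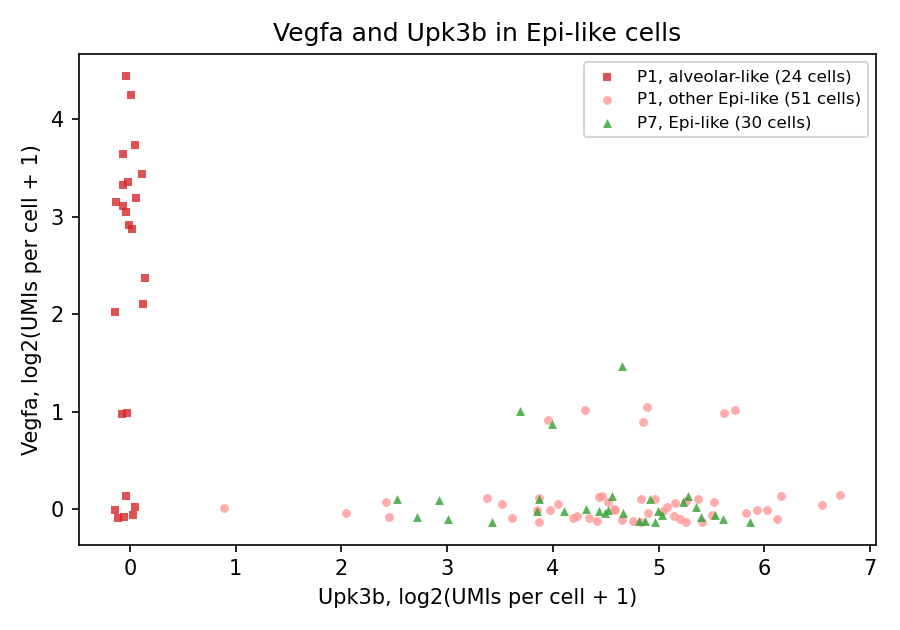
UMIs per cell of Upk3b (horizontal axis) and Vegfa (vertical axis), both as log2 of the UMIs plus 1, in the 75 Epi-like cells of P1 and the 30 of P7; each point is one cell, slightly displaced at random so that cells with equal counts can be seen. The 24 alveolar-like P1 cells carry 147 of the 153 Vegfa UMIs of P1 and have no Upk3b UMI.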

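Egln1 (ENSMUSG00000031987, chromosome 8, 124908587 to 124949324) had 22 UMIs in the Epi-like cells of each library. Relative to the summed UMIs this was 23.0 CPM at P1 (95% interval 14.4 to 34.9) and 50.5 CPM at P7 (31.6 to 76.4), a log2 ratio of -1.13 (-2.05 to -0.21). The ratio stayed below 0 under each of the 19 alternatives tried, from -1.60 to -0.70, although its interval reached above 0 with a mitochondrial limit of 5% and with the gate on epicardial markers. After thinning to 2000 UMIs only 3 UMIs at P1 and 2 at P7 remained, so that the difference was not detectable at that depth. Egln1 was detected in 22.7% of the Epi-like cells of P1 (13.8 to 33.8) and 50.0% of those of P7 (31.3 to 68.7), and in 10.8% and 12.5% of the lymphocytes; no cell class known to lack Egln1 could serve as a background. In EC-like cells the log2 ratio was -0.60 (-0.75 to -0.46), in FB-like cells -0.12 (-0.29 to 0.05) and in all cells -0.31 (-0.40 to -0.22).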

Notably, this increase in *Egln1* levels coincided with a reduction in WT1 expression in P7 versus P1 hearts (Figure 4g).

**Figure 4.**
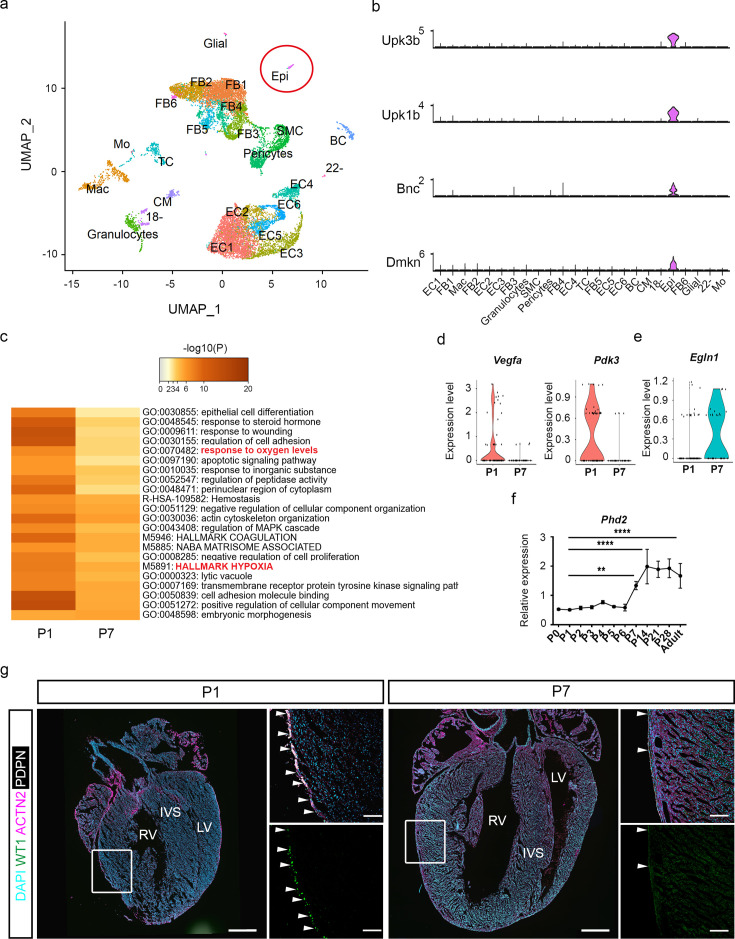
HIF signalling is downregulated in between P1 and P7 in neonatal mice. (**a**) UMAP representation of different cell populations in the intact neonatal heart at postnatal day (P) 1 and P7. (**b**) Stacked violin plots showing expression of canonical Epi-enriched genes *Upk3b*, *Upk1b*, *Bnc*, *Dmkn*. (**c**) Heatmap showing biological processes enriched in the Epi cluster at P1 versus P7. Violin plots showing expression of HIF target genes (**d**) *Vegfa* and *Pdk3*, and (**e**) *Egln1* at P1 versus P7. (**f**) Real time RT-PCR analysis of *Egln1*, n=4 hearts per group. (**g**) Representative images of immunostaining for WT1 (green), ACTN2 (magenta), PDPN (white), and DAPI nuclear stain (cyan) at P1 and P7. Images to the right are magnified views of boxed regions shown in whole heart images. Arrowheads indicate expression of WT1 in the epicardium. IVS = interventricular septum, LV = left ventricle, RV = right ventricle. Whole heart scale bars, 200 μm; high-magnification scale bars, 100 μm. n=4 hearts per stage. Data are presented as mean ± s.e.m. *n* numbers refer to individual mice. One-way ANOVA with Tukey’s post-hoc tests was used for statistical analysis. **p<0.01; ****p<0.0001. Epi, epicardium.

**Figure 4—figure supplement 1.**
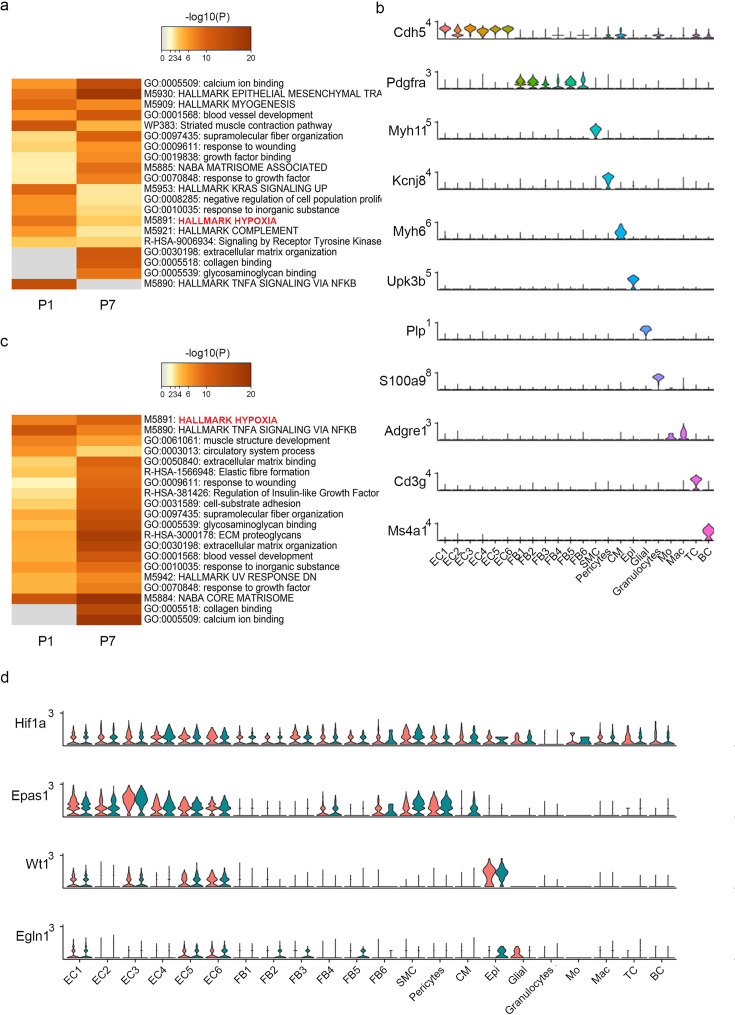
Differential activity of HIF signalling in the neonatal mouse. (**a**) Heatmap showing biological processes enriched in all cell populations from intact P1 and P7 hearts. (**b**) Stacked violin plots showing expression of canonical enriched genes for each cell cluster. (**c**) Heatmap showing biological processes enriched in the fibroblast cluster at P1 and P7. (**d**) Stacked violin plots showing expression of *Hif1a*, *Epas1* or *Hif2a*, *Wt1,* and *Egln1* genes for each cell cluster. Red violin represents P1-derived cells, green violin represents P7-derived cells. EC, endothelial cells; FB, fibroblast; SMC, smooth muscle cells; CM, cardiomyocyte; Epi, epicardium; Mo, monocytes; Mac, macrophages; TC, T-cells; BC, B-cells.

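Of the genes in Figure 4—figure supplement 1d, Wt1 had 247 UMIs in the Epi-like cells of P1 and 119 in those of P7, or 259 CPM (95% interval 227 to 293) and 273 CPM (226 to 327), a log2 ratio of -0.08 (-0.40 to 0.25). In EC-like cells it reached 57.0 CPM at P1 and 69.3 CPM at P7. In FB-like cells, whose mix of clusters differed between the ages, it reached 21.8 and 2.63 CPM. Hif1a had a log2 ratio of -0.47 (-1.19 to 0.29) in Epi-like cells, from 43 and 27 UMIs, and Epas1 one of 0.84 (-0.30 to 2.35), from 29 and 7 UMIs, so that neither difference exceeded the counting error. Without alveolar-like cells and cells with a Hoxa5 UMI, Hif1a was lower at P1 (-1.03, -2.18 to -0.02). Without the alveolar-like cells, which had 0 Wt1 UMIs, the value was -0.05 for Epas1 and 0.26 (-0.06 to 0.59) for Wt1. With the gate on epicardial markers it was 0.41 (0.10 to 0.73) for Wt1, an interval above 0. Other alternatives moved Wt1 the other way, to -0.53 (-1.44 to 0.45) after thinning and -0.41 as the mean of per-cell CPM. Without alveolar-like cells and cells with a Hoxa5 UMI, Wt1 was -0.02 (-0.42 to 0.38).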

**Figure 4—figure supplement 2.**
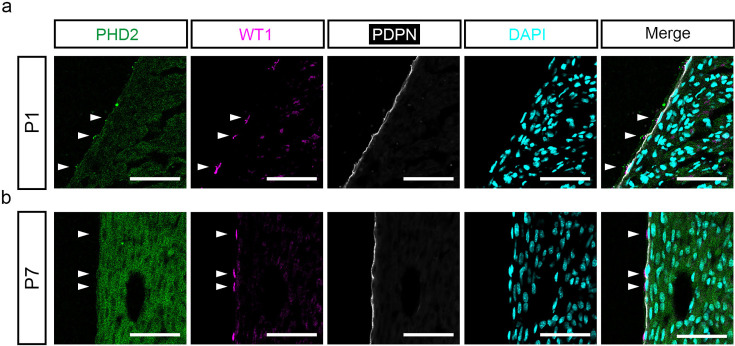
PHD2 expression increases in the neonatal heart from P1 to P7. Representative images of immunostaining for PHD2 (green), WT1 (magenta), PDPN (grey), and DAPI (cyan) on cryosections of postnatal (right) ventricles of P1 (**a**) and P7 hearts (**b**). Arrowheads indicate PHD2 expression in WT1^+^ cells. n=3 hearts per stage. Scale bar, 50 μm.

### Activation of HIF signalling improves the response to injury in non-regenerative P7 hearts

To establish a causative role in the regulation of epicardial WT1 activity, we extended HIF signalling beyond P7 using a genetic gain-of-function approach. Neonatal *Wt1^CreERT2/+^; Egln1^fl/fl^* pups received a single dose of tamoxifen at P2 to induce Cre-mediated loss of PHD2. MI was then induced by permanent ligation of the proximal left anterior descending (LAD) coronary artery in P7 mice (Figure 5a), a time-point when the heart’s regenerative capacity is lost. Hearts were collected at 21 dpi. Immunostaining analysis of the endothelial marker CD31 and α-SMA did not reveal a significant difference in the number of vessels between *Egln1^fl/fl^* (CTR) and *Wt1^CreERT2^; Egln1^fl/fl^* (KO) hearts (Figure 5b and c, CTR 0.0030±0.0004, KO 0.0034±0.0002, p=0.45), suggesting that activation of HIF signalling in WT1-expressing cells does not affect the neovascularisation response. To investigate whether epicardial activation of HIF signalling improved heart function following MI, we performed cine-MRI analysis at 3 weeks post-MI. We observed a substantial increase in the ejection fraction (EF) and decrease in the end-diastolic volume (EDV) in KO animals compared to controls (Figure 5d–f; EF: CTR 43.21±6.25, KO 64.30±6.82, p<0.05. EDV; CTR 54.19±3.50, KO 33.72±2.67; p<0.05). Furthermore, histological analysis by Masson’s trichrome staining revealed a significant reduction of the fibrotic scar in KO animals as compared to controls (Figure 5g and h, CTR 15.44±1.088, KO 10.34±1.374, p=0.027) without changes in the size of cardiomyocytes, as assessed by wheat germ agglutinin staining (WGA; Figure 5i and j, CTR 167.6±3.27, KO 179.3±8.68, p=0.32). Taken together, these findings suggest that activated hypoxia signalling in the epicardium contributes to heart regeneration by reducing scar size and improving heart function.

**Figure 5.**
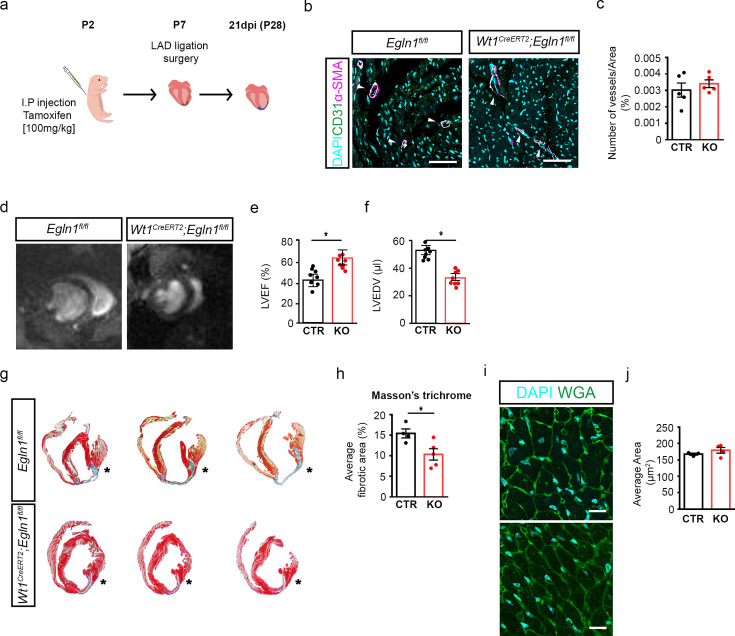
Loss of *Egln1* (PHD2) in WT1 expressing cells improves heart regeneration post-MI. (**a**) Schematic of experimental design. (**b**) Representative images of immunostaining for α-smooth muscle actin (α-SMA, magenta), CD31 (green), and DAPI nuclear stain (cyan) on sections of hearts from *Egln1^fl/fl^* (CTR, n=5) and *Wt1^CreERT2^; Egln1^fl/fl^* (KO, n=5) mice and (**c**) quantification of number of vessels at 21 days post-injury (dpi). Arrowheads indicate vessels (determined by co-expression of CD31 and α-SMA). Scale bars, 100 µm. (**d**) Representative mid-ventricular short-axis MRI frames for *Egln1^fl/fl^* (CTR) and *Wt1^CreERT2^; Egln1^fl/fl^* (KO) mice hearts. (**e, f**) MRI analyses of infarcted hearts at 21 dpi showing increased EF (**e**) and reduced EDV (**f**) in *Wt1^CreERT2^; Egln1^fl/fl^* (KO, n=8) animals compared with controls (CTR, n=8). (**g**) Representative images and (**h**) quantification of Masson’s Trichrome stained transverse serial sections to assess cardiac fibrosis (blue) at 21 dpi. * denotes suture placement. (**i**) Representative images of immunostaining for wheat-germ agglutinin (WGA, green) and DAPI nuclear stain (cyan) on hearts from control and Molidustat treated mice 21dpi for: Scale bars, 100μm. (**g**) Quantification of cardiomyocyte cell size, as assessed by WGA staining on sections of hearts from CTR (n=4) and KO (n=4). Left ventricular regions were measured. Error bars represent mean ± *s.e.m. n* numbers refer to individual mice. Two-tailed, unpaired Student t-tests were used for statistical analysis. *p<0.05.

To further investigate our hypothesis that prolonged maintenance of HIF signalling has a beneficial effect on the epicardium and response to MI in the postnatal heart, we explored a complementary pharmacological approach recapitulating our gain of HIF-function studies using epicardial explants. We induced MI by LAD ligation in P7 mice and administered Molidustat or DMSO control (vehicle) by intraperitoneal injection, immediately after surgery and one week later, to stabilise HIF signalling in the postnatal heart (Figure 6a). Treatment with PHD inhibitor effectively stabilised HIF-1α and HIF-2α, as observed by immunostaining (Figure 6—figure supplement 1a, b) in hearts collected at 9 days post-MI (9dpi). Moreover, this pharmacological approach revealed a significant increase in epicardial WT1 expression in both the infarct and remote zones (Figure 6b) in Molidustat-treated hearts (MI T) compared to controls (CTR) (Figure 6c and d, infarct zone: MI CTR 0.34±0.08, MI T 0.50±0.06, remote zone: CTR 0.075±0.02, MI T 0.25±0.05, p<0.05). Similarly, an increase in WT1 expression in the myocardium was observed in the PHD-inhibitor treated group and was more pronounced proximal to the infarct region (Figure 6e and f, infarct zone: CTR 5.02±1.34, MI T 7.09±1.86, p=<0.05; remote zone: CTR 13.88±4.96, MI T 18.61±6.18; p<0.05). We observed an extensive co-localisation of WT1 and EMCN within the myocardial compartment at 9 dpi (Figure 6—figure supplement 1c), supporting an endothelial identity for these cells. Furthermore, an assessment of the proliferation of WT1+ cells and cardiomyocytes revealed no significant differences between control and Molidustat-treated animals (Figure 6—figure supplement 1d, e, g).

**Figure 6.**
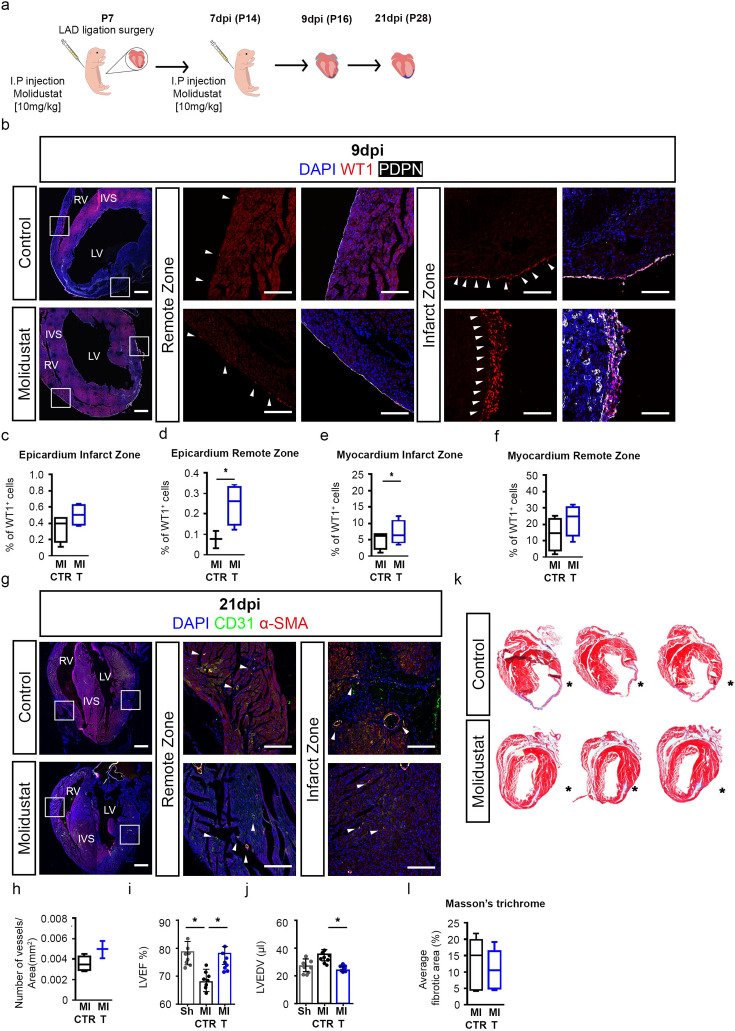
Pharmacological treatment with PHD inhibitors induces WT1 expression and improves heart function. (**a**) Schematic of experimental design. (**b**) Representative images of immunostaining for WT1 (red), PDPN (white), and DAPI nuclear stain (blue) on sections of hearts from animals treated with either saline (MI CTR) or Molidustat (MI T) and (**c–f**) quantification of number of WT1 positive cells at 9 days post-injury (dpi). Images on the right represent high magnification views of boxed regions shown in whole heart images. Arrowheads indicate expression of WT1 in the epicardium (determined by co-expression with PDPN). n=4 animals per group. (**g**) Representative images of immunostaining for CD31 (green), α-SMA (red), and DAPI (blue) on sections of hearts from animals treated with either saline (MI CTR, n=4) or Molidustat (MI T, n=4) and (**h**) quantification of number of vessels at 21dpi. Arrowheads indicate vessel (determined by co-expression of CD31 and α-SMA). Whole heart scale bars, 200 μm; high-magnification scale bars, 100 μm. Left ventricle (**i**) Ejection fraction (LVEF) and (**j**) end diastolic volume (LVEDV) evaluated by MRI analyses of non-infarcted (Sham, Sh; n=8), infarcted (MI CTR; n=8) controls and treated (MI T; n=8) hearts at 21dpi. (**k**) Representative images and (**l**) quantification of Masson’s Trichrome stained transverse sections to assess cardiac fibrosis (blue) at 21 dpi. * denotes suture placement. Scale bars, 1 mm. IVS = interventricular septum, LV = left ventricle, RV = right ventricle. Scale bars 200 μm, high-magnification scale bars, 50 μm. Data presented as median, IQR and upper and lower limits and as mean ± s.e.m. *n* numbers refer to individual mice. Two-tailed, unpaired Student *t*-tests were used for statistical analysis between two groups, one-way ANOVA with Dunnett’s post-hoc test was used for multiple comparisons in i and j. *p<0.05.

**Figure 6—figure supplement 1.**
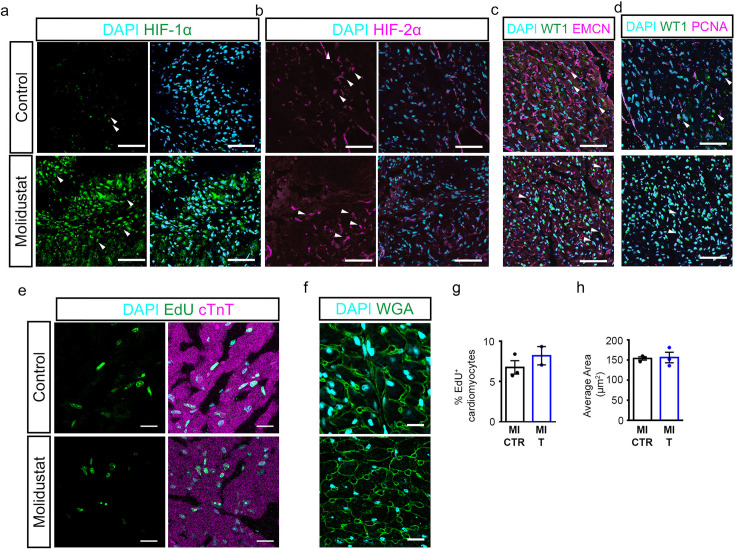
Effects of PHD inhibitor Molidustat administration to infarcted neonatal hearts at P7 and P14 on HIF signalling, cell proliferation, and hypertrophy. Representative images of immunostaining on cryosections of hearts from control and Molidustat treated mice 9dpi for: (**a**) HIF-1α (green), (**b**) HIF-2α (magenta), (**c**) WT1 (green) and EMCN (magenta), (**d**) WT1 (green) and PCNA (magenta), (**e**) EdU (green) and cardiac troponin T (cTnT, magenta), (**f**) wheat-germ agglutinin (WGA, green) and DAPI nuclear stain (cyan). Arrowheads indicate area of expression or co-expressing WT1/EMCN or WT1/PCNA. Scale bars, 100μm. (**g**) Quantification of EdU positive cardiomyocytes expressed as percentage of total cardiomyocytes in hearts from control (MI CTR, n=3) and Molidustat (MI T, n=2) treated mice. (**h**) Quantification of cardiomyocyte cell size, as assessed by WGA staining on sections of hearts from control (MI CTR, n=3) and Molidustat (MI T, n=3) treated mice. Left ventricular regions were measured. Error bars represent mean ± s.e.m. *n* numbers refer to individual mice. Two-tailed, unpaired Student t-tests were used for statistical analysis.

To analyse the long-term histological effects of HIF-stabilisation after MI, we collected hearts at 21 dpi. Co-immunostaining and quantification of CD31 and α-SMA revealed no difference in the number of vessels between controls and the treatment group (Figure 6g and h). Cine-MRI analysis showed a marked reduction in left ventricular systolic function following MI in the vehicle-treated group (MI CTR) as compared to uninjured hearts (Sh) and, more importantly, a significant improvement in systolic function in the PHD inhibitor treated groups (MI T). EF and EDV were significantly improved in the drug-treated groups (Figure 6i and j; EF: Sh 78.10±3.22, MI CTR 67.70±4.31, MI T 77.61±1.76, p<0.05; EDV: Sh 27.53±3.10, MI CTR 36.11±2.49 MI T 26.44±0.93; p<0.05). Histological analysis by Masson’s trichrome staining revealed the presence of a fibrotic scar in drug-treated animals, albeit this was reduced relative to controls (Figure 6k and l) and the at-risk myocardium was comparatively thicker with minimal dilatation or thinning of the left ventricle. The thickened myocardium was not due to an effect on cardiomyocyte hypertrophy, as determined by WGA staining (Figure 6—figure supplement 1f–h) nor an effect on cardiomyocyte proliferation (Figure 6—figure supplement 1e, g) suggesting potential cardio-protection and improved preservation of survived heart muscle. More generally, these findings also indicate that improved remodelling and function following drug treatment are possible against a background of fibrosis.

## Discussion

In this study, we characterised the levels of hypoxia in the heart during mid-to-late gestation when the epicardium is fully formed. At E12.5, hypoxia was mainly observed in areas of compact myocardium, most significantly in the atrioventricular (AV) groove, close to where the coronary plexus first develops (Chen et al., 2014). By E14.5, hypoxic regions localised to the interventricular septum (IVS), which is perfused later than the muscle of the free wall (Tian et al., 2013). Finally, by E16.5 and E18.5, when the heart is adequately perfused by the coronary vessels, hypoxia was primarily restricted to the epicardium. We further analysed the expression and distribution analysis of HIF-1 isoforms, finding a predominance of the HIF-1α isoform in WT1^+^ cells, whereas HIF-2α was more localised in the myocardium. Given hypoxia’s known role in promoting EMT (Scully et al., 2016), we confirmed a functional role for HIF-1α in promoting morphological changes associated with EMT by direct regulation of *Wt1* expression (Figures 2 and 3, Figure 2—figure supplement 3). Moreover, epicardial-specific deletion of *Hif1a* significantly reduced the number of WT1-expressing cells in both epicardial and myocardial compartments, along with impaired coronary vessel development in E16.5 embryos. Collectively, this suggests that HIF-1α induces epicardial EMT and plays an essential role in coronary vessel formation during development. While Cre-mediated deletion of HIF-1α, induced at E9.5 and E10.5, predominantly targeted epicardial cells, it is worth noting that expression of WT1 in the coronary endothelium has been reported as early as E11.5 (Lupu et al., 2020), although the biological significance of endothelial WT1 remains elusive. Thus, aberrant HIF signalling in WT1 +endothelial cells cannot be completely excluded as contributing to the observed defects on the expansion of the coronary vasculature. However, stabilisation of HIF signalling in epicardial explant cultures, under physiological oxygen levels, either via genetic ablation of *Egln1* or chemical inhibition of PHD enzymes with Molidustat, resulted in enhanced EMT and WT1 expression, further confirming a role for HIF signalling in epicardial activation.

To gain insight into the post-natal molecular pathways regulating the epicardium, we performed single cell RNA sequencing analysis comparing P1 and P7 stages, focusing on the specific gene expression signature of the epicardial cell cluster. GO terms analysis showed an enrichment of hypoxia-related pathways in P1 hearts, consistent with the expression of well-known HIF target genes. Importantly, *Egln1* expression was enriched in P7 hearts, potentially contributing to epicardial quiescence during the first week of life, concurrent with a decrease in HIF signalling. Complete regeneration following MI requires both the replacement of lost cardiomyocytes and the formation of new blood vessels. Given the role of the epicardium during development in promoting coronary vessel formation and myocardial growth, the observed epicardial quiescence after birth likely contributes to the loss of regenerative capacity. Genetic and pharmacological stabilisation of HIF signalling beyond P7 proved to be effective in extending the regenerative window after LAD surgery, resulting in reduced pathological remodelling and preserved cardiac function against a background of fibrotic repair. Interestingly, genetic stabilisation of HIF signalling specifically in WT1-expressing cells significantly reduced scar size post-injury (Figure 5). Reduced fibrosis was also observed in PHD-inhibitor treated P7 mice (Figure 6). This is important since necrotic cardiomyocytes can trigger the activation of fibroblasts and promote fibrosis (Prabhu and Frangogiannis, 2016). The epicardium is a key source of mitogens in the embryonic heart (Simões and Riley, 2018) and provides paracrine signals targeting cardiomyocytes during regeneration (Zhou and Pu, 2011; Wills et al., 2008). In our study, we did not observe any change in either cardiomyocyte proliferation or hypertrophy, strengthening the hypothesis of an epicardium-mediated role in cardiomyocyte protection from apoptosis via paracrine signalling (Zhou et al., 2011).

It is noteworthy that despite persistent scarring (albeit reduced) following either genetic or pharmacological perturbation of PHDs, significant functional improvements were observed, in contrast to the prevailing view that fibrotic repair after MI is a barrier to effective tissue regeneration (Liang et al., 2019; Simões et al., 2020; Koth et al., 2020). Previous studies have suggested the involvement of HIF-1α in myocardial remodelling after injury. Mice with constitutive overexpression of HIF-1α in the myocardium showed enhanced angiogenesis, attenuation of infarct size, and improved cardiac performance after MI (Kido et al., 2005). Furthermore, cardiac-specific PHD2 inactivation and consequent HIF activation play a causal role in the pathogenesis of ischaemic cardiomyopathy (Moslehi et al., 2010). In our study, we focused on the stabilisation of HIF signalling as a therapeutic approach to improve outcomes after heart injury. The mean half-life of Molidustat ranges from 4 to 10 hours (Böttcher et al., 2018), ensuring prolonged stabilisation of HIF signalling to enable therapeutic benefit. Molidustat is an orally administered small molecule used for the treatment of anaemia in patients with non-dialysis-dependent chronic kidney disease (CKD) (Macdougall et al., 2019) and could potentially be repurposed to treat ischaemic heart disease.

In summary, we show that the epicardium is hypoxic at later stages of development, with HIF-1α playing a crucial role in epicardial activation and EMT, necessary for supporting coronary vessel development. The epicardium becomes quiescent after birth, coinciding with decreased HIF-signalling. However, maintaining HIF signalling after birth can extend epicardial activation, leading to a significant improvement in cardiac remodelling and function after injury, thus representing a potential novel therapeutic target to improve cardiac regeneration following MI.

## Materials and methods

### Mouse Lines

All mice were housed in individually ventilated cages (IVCs) and ventilated racks at 22 °C and 55% humidity, under controlled environmental conditions according to the United Kingdom Home Office. The following mouse lines were used: Rosa^26+/CreERT2^;*Hif1a^fl/fl^;* Rosa26^+/CreERT2^; *Egln1^fl/fl^*. The *Wt1^CreERT2/+^;Hif1a^fl/fl^* and *Wt1^CreERT2/+^; Egln1^fl/lf^* mouse line was generated by crossing *Wt1^CreERT2/+^* (Fan et al., 2019) with *Hif1a^fl/fl^* animals or *Egln1^fl/lf^* for two generations. Genetically modified mouse lines used were kept in a pure C57BL/6 background. Both males and females were used in the study. For timed-mating experiments, 8- to 12-week-old mice were set up overnight and females checked for vaginal plugs the following morning; the date of a vaginal plug was set as embryonic day (E) 0.5. For tamoxifen-dependent gene activation, 2 doses of 40 mg/kg of body weight of tamoxifen (Sigma) were administered to pregnant dams by oral gavage, at embryonic stages E9.5 and E10.5. For neonate studies, pups were injected intraperitoneally (i.p.) with a single 10 μl dose of 20 mg/ml tamoxifen, at postnatal day (P)2, using a 25-gauge needle. 5-ethynyl-2'-deoxyuridine (EdU, Thermofisher) was intraperitoneally injected at a dose of 50 mg/kg at the day of surgery (P7) and every other day. Hearts were collected at 9 dpi and the assay was carried out according to manufacturer’s protocol.

### Hypoxyprobe

For hypoxia studies, pregnant females were injected i.p. with 1.5 mg Hypoxyprobe (pimonidazole hydrochloride, Hypoxyprobe-1 Inc). After 2 hr, hearts from embryos were harvested and fixed. Pimonidazole is a 2-nitroimidazole that is reductively activated specifically in hypoxic cells and forms stable adducts with thiol groups in proteins, peptides, and amino acids at oxygen levels below 1.3%.

### Cell lines

The mouse immortalised embryonic epicardial cell line MEC.1 (Zhou et al., 2008) was purchased from Merck/Millipore (SCC187) and cultured according to manufacturer’ recommendations.

### Myocardial infarction

All procedures were carried out following local ethical approval (AWERB) at the University of Oxford and under the regulation of a United Kingdom Home Office project licences (references PPL30/2987, PPL30/3155, PDDE89C84 and PP3194787) in full compliance with the Animals (Scientific Procedures) Act 1986 (A(SP)A, revised 2012). Animals were euthanised according to the UK Home Office designated schedule 1 method of cervical dislocation. MI was induced by permanent ligation of the left anterior descending (LAD) coronary artery in wild type mice at postnatal day (P) 7, as previously described (De Villiers and Riley, 2021). All surgery was performed under isoflurane anaesthesia, and every effort was made to minimise suffering. Neonates cannot be sexed during the first week of life, so mixed male and female cohorts were used throughout the protocol. Mice were anaesthetised with 4% isoflurane for 1 min and then transferred to an ice box for up to 6 min. Mice were recovered under 0.5% isoflurane. Animals received intraperitoneal injections of BAY 85–3934 (Molidustat, Selleck) (10  mg /kg) or vehicle (DMSO), upon recovery (day 0) and 7 days later. Mice were sacrificed by cervical dislocation for tissue collection at 4-, 9- and 21 days following ligation. Mice with excessive or minimal infarct sizes at early time points were excluded from further histological or functional assessment (see under Cine MRI). Investigators were blinded to mouse genotype and treatments prior to sample analyses.

### Epicardial explants

Sterile 12-well plates (Fisher Scientific), containing sterile 13 mm diameter coverslips were coated with 0.1% gelatin (Millipore) and allowed to stand for 20 min. The gelatin was then replaced by Dulbecco’s Modified Eagle Medium (DMEM) (Sigma) containing 10% FBS (Sigma), 1% Penicillin/Streptomycin (Sigma). Hearts were isolated from E11.5 embryos and the outflow tract and atria were removed. Each ventricle was then cut in half and placed epicardial side down on the coverslip. Explants were kept at 37 °C/5% CO_2_. 24 hr later, 1 µM of tamoxifen was added to explants. After 48 hr of culture, the explant tissue was carefully peeled off, leaving only the epicardial sheet remaining on the coverslip. For explants prepared from C57BL/6 embryos, 50 µM of BAY 85–3934 (Molidustat, Selleck) or vehicle (DMSO) was added. After a total of 72 hr in culture, the media was removed, coverslips were washed briefly in ice-cold PBS and then fixed in 4% PFA at room temperature for 15 min. The MEC.1 cell line identity was authenticated by qPCR and immunostaining for known epicardial markers and tested negative for mycoplasma contamination. Coverslips were subsequently washed in PBS before proceeding with immunostaining.

### Histological analysis

Following overnight (O/N) fixation in 2% PFA at 4 °C, hearts were washed in PBS and dehydrated by passage through rising concentrations of ethanol. Samples were then washed in Butanol O/N, at RT, before being placed in molten 50:50 butanol: Histoplast paraffin wax (Fisher) at 56 °C. After 1 hr, the solution was replaced with 100% Histoplast paraffin wax. After several changes of 100% wax, hearts were oriented and embedded into a mould pre-loaded with paraffin. The wax was then rapidly cooled on a bed of ice and stored at 4 °C. A microtome was used to cut 10μm-thick sections through the heart. Before staining, sections were first deparaffinised in Histoclear solution (Fisher), followed by rehydration through a decreasing concentration of ethanol. For Masson’s Trichrome Staining, the Masson’s Trichrome kit (Abcam) was used as per the manufacturer’s instructions. Briefly, slides were immersed in Bouin’s solution for 15 min at 56 °C. Sections were then stained by serial immersion in the following solutions: Weigert’s Iron Haemotoxylin solution (5 min); Biebrich Scralet Acid Fuchsin (5 min); Aniline Blue (5 min); Phosphotungstic/Phosphomolybdic acid solution (5 min) and finally 1% Acetic acid solution (2 min). Samples were then rinsed in distilled water and dehydrated. Finally, sections were cleared in Xylene and mounted using DPX mounting media.

### Immunofluorescence staining

Embryos were harvested at the required embryonic stage, placed in ice-cold PBS (Sigma) and the heart micro-dissected. Similarly, hearts from neonates were removed and washed in ice-cold PBS. Both embryonic and neonatal hearts were fixed for 6 hr in 2% paraformaldehyde (PFA; Santa Cruz Biotechnology) at 4 °C and equilibrated in 30% sucrose overnight at 4 °C. Hearts were then placed in 50:50 30% sucrose/PBS: Tissue-Tek OCT (VWR) for 30 min at room temperature (RT) and embedded in OCT. 10-μm-thick cryosections through the heart were cut. Before use, slides were left to dry for 10 min at RT and then washed in PBS for 5 min to remove the OCT. Samples were permeabilised with 0.5% (sections) or 0.1% (explants) Triton X-100 in PBS (PBTr) for 10 min at RT and subsequently rinsed twice in PBS. Samples were blocked in 10% Serum, 1% bovine serum albumin (BSA, Merck), 0.1% PBTr for 1 hr at RT prior to incubation with the primary antibodies overnight at 4 °C. The following day, slides were washed three times for at least 5 min in 0.1% PBTr. Samples were incubated with Alexa Fluor-conjugated secondary antibodies (1:200 dilution; Invitrogen) and 4',6-Diamidino-2-Phenylindole, Dihydrochloride (DAPI; 0.1 μg/ml, Invitrogen), for 1 hr at RT, protected from light. After final washes, slides were mounted in 50% glycerol in PBS. For wholemount staining, samples were washed in 0.3% PBTr and blocked in 1% BSA (Merck), 0.3% PBTr for at least 2 hr. The samples were then incubated with primary antibodies in the blocking solution overnight at 4 °C. On the second day, the samples were washed at least five times in 0.3% PBTr and then incubated with secondary antibodies and DAPI (Invitrogen) diluted in PBS overnight at 4 °C. The samples were then washed with PBS at least five times the next day and mounted in 50% glycerol in PBS. The following primary antibodies were used: Dylight 549 Mab (Hypoxyprobe-1 Inc, 1:200) antibody to detect hypoxyprobe labelling, HIF-1α (1:100, Novus Biologicals), HIF-2α (1:100, R&D Systems), endomucin (1:50, Santa Cruz Biotech), podoplanin (1:200, Fitzgerald), WT1 (1:100, Abcam), Alexa Fluor 488 Phalloidin (1:250, ThermoFischer), actin alpha-smooth muscle Cy3 (1:100, Sigma), Anti-α-Actinin (Sarcomeric) (1:500, Sigma-Aldrich), CD31 (1:100, Abcam), smooth muscle Myosin heavy chain 11 (SM-MHC, 1:100, Abcam), SM22 alpha (1:100, Abcam), Wheat-germ agglutinin (WGA, 1:100, Thermofisher), prolyl hydroxylase domain-2 (PHD2, 1:100, Novus Biologicals). Endomucin staining of coronary vessels was quantified using AngioTool.

### RNA isolation and qRT-PCR analysis

Total RNA was isolated from frozen ventricles and epicardial explants with Trizol (Invitrogen) using a Teflon homogeniser followed by aspiration with a sterile 25-gauge needle and syringe (BD sciences). RNA was transcribed into cDNA utilising random primers (Promega) with Superscript Reverse Transcriptase III (Life Technologies). Real-time quantitative PCR was performed on a ViiA 7 Real-Time PCR System (Applied Biosystems), using SYBR Green mix (Invitrogen). Gene expression was evaluated as DeltaCt relative to control (*Atp5b*, *Sdha* and *B2m*).

### Heart dissociation and FACS sorting

Hearts from P1 and P7 mice were harvested and minced into a single cell suspension of FACS sorted live cells. Briefly, for each sample, 3 hearts collected from the same litter were pooled together and finely minced with a scalpel. Tissue was then digested by gentle agitation (180 rpm shaker) in Collagenase II (Gibco) using a solution of 500 units/ml in HBSS at 37 °C for 45 min (P7 hearts) or 20 min (P1 hearts). Cell solutions were then passed through a 70 μm filter, washed and incubated in Red Blood Cell lysis buffer (Cell Signaling Technology) for 10 min at RT to remove red blood cells. Finally, isolated single cardiac cells were centrifuged, resuspended in 2% FBS in PBS, passed through the filtering cap of the FACS tubes and incubated with 1% 7-AAD viability stain (Invitrogen) for 10 min. Approximately 1x10^5^ live cells per sample were sorted using the BD FACSAria Fusion Sorter.

### Single cell RNA-sequencing

Hearts were isolated from intact P1 and P7 mice. FACS sorted cardiac cells' viability and concentration were assessed by using an automated cell counter and 1.5x10^4^ cells per sample were loaded onto the 10 X Chromium system (10 X Genomics) to obtain a target cell recovery of ~6000 cells. Single cell RNA-seq libraries were generated using Single Cell 3 Prime Reagent Kits v1.3 (10x Genomics) according to the manufacturer’s protocol. Sequencing was performed on an Illumina NovaSeq 6000 System operated by the Oxford Genomics Centre at the Wellcome Centre for Human Genetics. Raw sequence reads were aligned against the mouse mm10/GRCm38 reference transcriptome using the Cell Ranger 3.1.0 pipeline (10 x Genomics) and processed further using the scRNA-seq analysis R package Seurat (v.3.2.3). Initial filtering removed cells expressing less than 200 genes and genes that were expressed in less than 3 cells. To exclude low-quality cells and doublets, we filtered out cells with a very high mitochondrial gene content and cells that expressed more than 8000 genes. Based on these criteria, 19,211 genes across 5308 and 8734 cells for P1 and P7 samples respectively remained for downstream analysis. 

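With a mitochondrial limit of 20%, 4991 cells of P1 and 8511 cells of P7 were kept, with 19785 genes present in at least 3 cells. The gene minimum removed 2253 barcodes at P1, whose median mitochondrial share was 86.9%, and 160 at P7. The gene maximum removed 1 barcode, at P7. The mitochondrial limit removed a further 592 cells at P1 and 405 at P7. With a limit of 10% the numbers kept were 4555 and 8092, and with no limit 5583 and 8916.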

Data from the two samples were combined and scaled by regressing out the nUMIs, percentage of mitochondrial gene expression and cell cycle. To correct for batch effect, samples were integrated using the Harmony package (v.1.0). Uniform manifold approximation and projection (UMAP) was performed on the scRNAseq harmonised cell embeddings and unbiased clustering was obtained using the FindCluster function of the Seurat pipeline. Cluster cell types were annotated using a combination of differentially expressed markers, identified using the Seurat FindAllMarkers function and the expression of selected canonical markers for specific cell types. The epicardial cell cluster was then identified and subset into a new Seurat object with raw read counts. The standard Seurat pipeline described above was performed and the Model-based Analysis of Single-cell Transcriptomics test (MAST v.1.14.0) was used to analyse the differential gene expression between the P1 and P7 groups in the epicardial cells. Finally, differentially expressed genes were ranked based on both the fold change and p value (avg_logFC * -log10 of the p_val) and the ranked list was submitted to the Metascape platform (https://www.metascape.org) to identify enriched pathways in the P1 or P7 group, respectively.

### Cardiac cine-MRI

Cardiac cine-MRI was performed at 7T using a Varian DDR system. Briefly, mice were anaesthetised with 2% isoflurane in O_2_ and positioned supine in a custom animal handling system with homeothermic control. Prospectively gated proton cardiac images were acquired with a partial Fourier accelerated spoiled gradient echo CINE sequence (TR 5.9ms, TE 2.2ms, 30 kHz bandwidth, 25° FA, approximately 20–30 frames gated to the R wave with a 4ms post-label delay; 20% partial acquisition; 4 averages) with a 72 mm volume transmit/4 channel surface receive coil (Rapid Biomedical GmbH) in order to acquire two and four chamber long-axis views and a short axis stack for functional quantification (128x128 matrix; 25.6 mm^2^ FOV; 0.7 mm slice thickness, 0.2 mm resolution in-plane). Non-acquired partial Fourier data was reconstructed via the method of projection onto convex sets prior to a simple, cartesian, DFT. Blinded image analysis was performed in ImageJ as described previously. Mice with either excessive or minimal infarct sizes were excluded from further analyses by MRI scanning at day 1 post-MI.

### Wound healing/scratch assay

2x10^4^ MEC.1 cells were seeded on a two-well culture insert (Ibidi, Germany). The day after, the insert was removed and 50 µM of BAY 85–3934 (Molidustat, Selleck) or vehicle (DMSO) was added to the culture. Cells were imaged every 2 hr up to 6 hr. The cell-free space area was determined by using the ImageJ software (NIH, Rockville, USA).

### Image analysis

For quantification of immunofluorescence of cryosections, images were captured on an Olympus FluoView 3000 confocal microscope and analysed with Fiji (NIH) and AngioTool (Zhou et al., 2011). To quantify nuclear fluorescence, a macro was written to identify all DAPI-stained nuclei and to analyse nuclear fluorescence based on the DAPI mask. To localise WT1+ cells in the epicardium and myocardium, cells were manually counted. To quantify the cell size, three independent samples per group with six different fields and positions, two from left and right ventricles, and septum were captured at ×40 magnification. ImageJ (National Institutes of Health) was used to quantify the size of each cell.

### Statistical analysis

All data are presented as mean ± SEM or as median, inter-quartile range (IQR) and upper and lower limits. Statistical analysis was performed on GraphPad Prism 8 software. The statistical significance between two groups was determined using an unpaired two-tailed Student’s t-test, these included an F-test to confirm the two groups had equal variances. Among three or more groups, one-way ANOVA followed up by Dunnett’s or Tukey’s multiple comparison tests was used. A value of p≤0.05 was considered statistically significant.

## Data Availability

The scRNA-Seq dataset analysed herein has been uploaded into the Gene Expression Omnibus (GEO) repository, accession number GSE305621. The following dataset was generated: ChoudhuryRP PezzollaD MohanK RileyPR 2025Single-cell RNA-seq dataset of P1 and P7 mice heartsNCBI Gene Expression OmnibusGSE305621

# Supplementary material for: Stabilisation of HIF signalling in the mouse epicardium extends embryonic potential and neonatal heart regeneration
**Source:** eLife. 2025 Oct 22;14:RP107419. doi: 10.7554/eLife.107419
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | No new materials are included in the study, for example, mouse lines used herein are all published and available upon request at source. |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Supplied under Materials & Methods |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | MEC.1 line—source reference and provider under Materials & Methods |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Provided under Materials & Methods |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Provided under Materials & Methods. |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Not done |  |
| Randomisation | Not done |  |
| Blinding | All investigators were blinded to genotype and/or treatment- under *Myocardial Infarction* of Materials & Methods |  |
| Inclusion/exclusion criteria | Not done |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | n-numbers are provided in all figure legends |  |
| Define whether data describe technical or biological replicates. | Biological replicates as is evident from defined n-numbers |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Provided under Materials & Methods:  “All procedures were carried out following local ethical approval (AWERB) at the University of Oxford and under the regulation of a United Kingdom Home Office project licences (references PPL30/2987, PPL30/3155, PDDE89C84 and PP3194787) in full compliance with the Animals (Scientific Procedures) Act 1986 (A(SP)A, revised 2012). Animals were euthanized according to the UK Home Office designated schedule 1 method of cervical dislocation.” |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | No data points were omitted. |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | All data are presented as mean ± standard error of the mean (SEM) or as median, inter-quartile range (IQR) and upper and lower limits. Statistical analysis was performed on GraphPad Prism 8 software. The statistical significance between two groups was determined using an unpaired two-tailed Student’s t-test, these included an F-test to confirm the two groups had equal variances. Among three or more groups, one-way analysis of variance (ANOVA) followed up by Dunnett’s or Tukey’s multiple comparison tests were used. A value of p ≤ 0.05 was considered statistically significant. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | A stand-alone statement is included headed “Data Availability” after the Materials & Methods |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | The only dataset that will require making accessible is the scRNA-seq data which we will deposit with a GEO accession number once the distinct study describing the full scRNA-Seq data (from P1 and P7 neonates across an injury time course) is published (led by our co-author RPC). |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | To be provided as per the above. |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | Not followed. |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

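Live cells sorted from the hearts of P1 and P7 mice were profiled by single cell RNA-seq, with 1 library per age from 3 pooled hearts each. The authors aligned the reads to mm10 with Cell Ranger and deposited a matrix of UMI counts per gene and barcode for each library, without normalisation and before the cell filters described in the methods. All values given here were computed from those deposited counts, and no column of per-sample values was left unused.

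Barcodes with fewer than 200 or more than 8000 genes and cells with more than 20% mitochondrial UMIs were removed. For clustering, genes in at least 3 cells were kept, and counts were scaled to 10000 per cell and log transformed. Over both libraries 2000 variable genes were chosen, leaving out the genes the paper names for these data and the lists compiled beforehand. UMIs, mitochondrial share and cell cycle scores were regressed out. A shared nearest neighbour graph with 20 neighbours on 30 principal components was divided by the Louvain method at a resolution of 1.0 (igraph 0.11.9, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 in python 3.11.15). Harmony and MAST, which the paper used, were not run.

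A cluster was given the name of the class whose markers had the largest mean log2 fold over all other cells, if at least 3 of them were above 2-fold and detected in 10% of its cells, and if its 10 leading genes held no more markers of another class. Clusters of shallow cells also needed a marker among those 10 genes. This naming rule was the first one applied. After the FB-like and Epi-like values had been seen, and because few FB-like clusters passed it under some settings, it was replaced for a time by a second rule, in which folds were taken over the median cluster. The first rule was then restored. The second is reported as an alternative, because it changes the composition of the FB-like class and, at a resolution of 2.0, of the Epi-like class.

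The paper treated doublets through its limits on genes and mitochondrial content per cell. No doublet caller was applied in the main setting beyond the limit of 8000 genes, and an alternative removed the 6% of cells with the highest simulated-doublet score in each library. UMIs were summed per class and library. The CPM ratio of P1 over P7 is given on the log2 scale with 0.5 counts added to each sum. A gene list was summarised by the median log2 ratio of its genes with at least 20 summed UMIs, with its percentile among 10000 random lists drawn from 20 bins of expression. These percentiles describe 2 libraries and are not tests. The Hallmark hypoxia (200 genes), core HIF target (44 genes) and digestion (48 genes) lists were compiled by hand from memory, without the database, before the data were examined, so the Hallmark list may differ from the set of that name. Shares of cells with a UMI were also given after thinning each cell to 2000 UMIs, which left out 574 cells at P1 and 727 at P7. Gene positions are from GENCODE M21 on GRCm38.

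The genes named are those the paper names for these data, the 5 largest ratios in each direction in Epi-like cells among genes with at least 50 UMIs in the higher library, the 5 largest changes within each list, and genes that check sex and red cells. In Epi-like cells the 5 largest ratios were Sftpc, Ager, Xist, Cldn18 and Sftpa1 towards P1, each with 0 UMIs at P7, and Ly6h, Fgl2, Angptl7 and Fmo2 towards P7, where one further gene is not reported here. Hoxa5, the alveolar, thymocyte and posterior gene lists and the alternatives that use them were chosen after the values were seen.

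The ratios and list percentiles were tested on simulated counts with 200 genes changed by 1 on the log2 scale. For the comparison of P1 with P7 in Epi-like cells, run on 7744 genes, the 95% interval held the true value for 96.5% of the changed genes, and 96 of 100 unchanged lists fell within the central 95% of random lists. For FB-like cells, run on 13986 genes, the corresponding values were 95.0% and 92. The simulated sums were independent Poisson draws, without variation between cells or hearts and without correlation between genes. The changed genes and the unchanged lists were taken from genes with at least 100 summed UMIs. The simulation therefore checks the computation only, and does not cover sparser genes such as Pdk3 and Egln1 or UMIs concentrated in few cells.

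The alternatives set before the data were examined varied the mitochondrial limit, the resolution, the regression, the variable genes, joint or separate clustering, doublets, the definition of Epi-like cells, the scaling, the counts added, the minimum of summed UMIs and the composition of the lists.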

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

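All tests in this part were chosen only after the results had been seen.

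The 2 libraries differed in sex, a signal in genes the paper does not discuss. Of the 4991 P1 cells, 4447 had a Xist UMI and 2 had a UMI of a Y-linked gene. Of the 8511 P7 cells, 6509 had a UMI of Ddx3y, Eif2s3y, Kdm5d or Uty and 11 had a Xist UMI. This is consistent with a pool of female pups at P1 and of male pups at P7, since a mixed pool would hold both kinds of cells. Age and sex can therefore not be separated by these data for any gene. For the X-linked Pdk3, a dosage difference that acts in all cells is argued against by its log2 ratio of 0.19 in FB-like cells, compared with 2.60 in Epi-like cells. The median log2 ratio of the 233 X-linked genes measured in Epi-like cells was -0.07. A difference between the sexes that is particular to epicardial cells stays open and was not tested.

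In the Epi-like cluster, 24 of the 75 P1 cells and 0 of the 30 P7 cells had UMIs in at least 2 of 7 alveolar epithelial genes, which the paper does not discuss. Sftpc had 9620 UMIs and Ager 1572 UMIs in the P1 cells of the cluster and both had 0 in the P7 cells. Of the 7 genes, 4 (Sftpc, Ager, Cldn18 and Sftpa1) had been picked out by these libraries, as they were among the 5 largest ratios of the cluster. The 24 cells had 0 UMIs of Upk3b, Upk1b, Bnc1 and Wt1, and 21 UMIs of Dmkn in 2 of the cells. A candidate source is lung tissue carried along with the P1 hearts. Without these cells the log2 ratio of Vegfa was -0.26, and 147 of the 153 Vegfa UMIs of the P1 cells lay in them. The ratio of Pdk3 was 2.63 and that of Egln1 -1.24 without them, so these cells do not account for either. Whether the cluster of the paper holds such cells is not known here. No biological explanation was tested.

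Clusters found at P1 alone held 198 cells. One of them was EC-like and led by Foxf1 and Scn7a, and the other was unnamed and led by Hsd11b1 and Inmt. After thinning, 45.2% of their cells (95% interval 37.6 to 53.1) had a UMI in any of 9 genes of more posterior regions, against 6.00% (5.30 to 6.77) of the other P1 cells outside the Epi-like cluster and 4.75% of those of P7. Before thinning the shares at P1 were 66.7% and 19.7%, at median depths of 5484 and 11162.5 UMIs. The share after thinning was 22.8% (14.7 to 32.8) in the EC-like cluster and 72.4% (60.9 to 82.0) in the unnamed one. The 9 genes were picked after Hoxa5, a leading gene of the EC-like cluster, and values of several of the 9 in other groups of cells had been seen, so the shares partly restate that choice. For these 198 cells a source in the lung is a hypothesis. Genes chosen in this way cannot tell it apart from a cell state of the heart that exists only at P1. The 24 alveolar-like cells of the Epi-like cluster were not part of this comparison.

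Among the 245 TC-like cells of P7, 119 had UMIs in at least 2 of 6 thymocyte genes, with 339 UMIs of Dntt and 208 of Rag1. Of the other 8266 P7 cells 8 did, and at P1 it was 1 of 5 TC-like cells. Of the 6 genes, Cd8a (724 UMIs) and Cd8b1 (1181 UMIs) are also expressed by mature T cells. The genes were picked after UMIs of Rag1, Dntt and Cd8a had been seen at P7. Thymus tissue carried along with the P7 hearts is a candidate source for these 119 cells, which cannot be told apart from immature T cells within the heart by genes chosen in this way.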

How the results depend on the processing

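No paired analysis was possible because each age had 1 library. The alternatives that leave out alveolar-like or Hoxa5 cells, the one without the clusters found at P1 alone, and the naming of clusters by folds over the median cluster were added after the values had been seen; the others were set before the data were examined. The numbers of cells and genes kept stayed within 1.5 times the main number, from 3979 to 5583 cells at P1 and from 7060 to 8916 at P7.

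Pdk3, Egln1, Hif1a and the core HIF target list in Epi-like cells moved by less than their counting intervals under every alternative tried, Pdk3 between 2.13 and 3.02, Egln1 between -1.60 and -0.70 and Hif1a between -1.03 and -0.31. The counting interval of Egln1 included 0 with a limit of 5%, with the gate and after thinning, and that of Pdk3 after thinning. The interval of Hif1a, which included 0 in the main setting, lay below 0 without alveolar-like and Hoxa5 cells (-2.18 to -0.019). The CM-like share at P1 also moved by less than its counting interval, between 1.82% and 2.01%.

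Vegfa in Epi-like cells reversed with the composition of the cluster. The log2 ratio was -0.26 at a resolution of 2.0 and without regression, -0.058 with each library clustered alone, -0.16 with all genes allowed among the variable genes, -0.26 without the alveolar-like cells and -0.79 also without cells with a Hoxa5 UMI, and 1.03 with Epi-like cells taken by a gate. At a resolution of 2.0 and without regression, the cause is shown by the alternative that removes only the 24 alveolar-like cells. With each library alone and with all genes allowed, the cluster held no alveolar-like cell. The cause of the gate value and of the further fall without Hoxa5 cells was not tested. The naming rule decides the value at a resolution of 2.0: with clusters named by folds over the median cluster, the alveolar-like cells kept the Epi-like name and the ratio was 4.06. Thus the choice between the naming rules, made after values had been seen, would have removed one of the changes of sign, and both are given for that reason.

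The Epi-like share at P1 was 1.02% at a resolution of 2.0, without regression, with all genes allowed and without alveolar-like cells, 1.04% with each library clustered alone, 1.13% with doublet-like cells removed, 1.12% by the gate and 0.561% also without Hoxa5 cells. Wt1 was 0.26 at a resolution of 2.0, without regression, with each library alone and without alveolar-like cells, 0.28 with all genes allowed, 0.41 by the gate, -0.53 after thinning and -0.41 as the mean of per-cell CPM. At a resolution of 2.0 and without regression, the cluster held the 51 P1 cells and 30 P7 cells left by removing the alveolar-like cells, which shows the cause there. With each library alone and with all genes allowed it held no alveolar-like cell. Epas1 was -0.38 with a mitochondrial limit of 5%. The CM-like share at P7 was 0.426% with no mitochondrial limit and 2.97% with each library alone. The cause of the other changes was not tested.

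The Hallmark list in Epi-like cells was -0.040 at a resolution of 2.0, without regression and without alveolar-like cells, -0.043 as the mean of per-cell CPM and -0.079 by the gate. The digestion list in Epi-like cells reversed to -0.071 by the gate. It was 0.11 with a limit of 5%, 0.19 at a resolution of 2.0, without regression, with each library alone, with doublet-like cells removed and without alveolar-like cells, 0.022 with all genes allowed and 0.029 after thinning. For both lists the loss of the alveolar-like cells is the cause at a resolution of 2.0 and without regression, and the cause of the other changes was not tested.

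In FB-like cells the Hallmark list was -0.017 with a limit of 10%, -0.025 at a resolution of 2.0, 0.089 without regression, 0.080 without mitochondrial, ribosomal protein and haemoglobin genes in the CPM, and 0.083 at a resolution of 2.0 with clusters named over the median cluster. The core HIF target list was -0.11 with a limit of 10%, -0.13 with no limit, -0.18 at a resolution of 2.0, -0.058 without regression, -0.16 with doublet-like cells removed and 0.069 with the other CPM. These 5 values below 0 came with classes of 276 to 431 P1 cells. With the class of 1321 cells, smaller values below 0 were found as the mean of per-cell CPM (-0.024), after thinning (-0.0045) and centred on the median gene (-0.0053). With the same 5 clusterings named over the median cluster, the values lay between -0.031 and 0.0065, with 1247 to 1917 P1 cells. The cause of the other changes was not tested.

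In all cells the Hallmark list reversed to -0.017 after thinning, and was 0.070 with the other CPM, 0.086 as the mean of per-cell CPM and 0.076 as the mean over cell classes. The core HIF target list was 0.052 with the other CPM, -0.015 after thinning and 0.076 as the mean of per-cell CPM. The cause was not tested.

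Over the results that answer a comparison and the alternatives set beforehand, 200 values moved by less than their counting intervals (or, for the numbers of cells and genes kept, by less than 1.5 times) and 44 by more, and 6 changed sign that in the main setting had an interval excluding 0 (genes) or lay outside the central 95% of random lists (lists). Other values, such as Wt1, Epas1 and several lists, also changed sign and are counted among the 200 and the 44. Of the values of the epicardial marker genes, 5 moved by more than their intervals under those alternatives and 7 under the added ones.

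The number of cells limits the Epi-like results: with 30 cells at P7, Vegfa rested on 4 UMIs and Pdk3 on 3.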

Differences from the paper's values

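The numbers of cells and genes kept differed from the paper's by less than 1.5 times in the main setting and in every alternative.

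The paper states that Vegfa was increased in P1-derived epicardial cells. The log2 ratio of P1 over P7 was 3.96 in the main setting, and -0.26 without the cells with UMIs in at least 2 alveolar epithelial genes, an alternative chosen after seeing the values. Among the alternatives set before the data were examined, the ratio was below 0 at a resolution of 2.0, without regression, with each library clustered alone and with all genes allowed among the variable genes, and above 0 in the others.

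The paper states that hypoxia-related pathways were enriched at P1 in the epicardial cells. The Hallmark hypoxia list, as compiled by hand, had a median of 0.01 in Epi-like cells, at percentile 92.3 of the random lists, and no alternative placed it outside the central 95% of its random lists. Its highest percentile was 96.9, without alveolar-like cells and without Hoxa5 cells, an alternative chosen after seeing the values. The paper ranked single genes by fold change and p-value and searched that ranking for enriched pathways. A median can miss a shift carried by a minority of a list, so these values do not by themselves contradict the paper's enrichment.

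The paper states that hypoxia-related pathways were enriched at P7 in fibroblasts. In FB-like cells the Hallmark list had a median of 0.03, at percentile 67.3, and the core HIF target list 0.02, at percentile 54.4. Here too, a list median is a different measure from the paper's pathway enrichment. The core HIF target list lay below the central 95% of its random lists, towards P7, with a mitochondrial limit of 10% (2.25), with no limit (1.00), at a resolution of 2.0 (0.05) and with doublet-like cells removed (0.84), settings in which the class held 276 to 392 P1 cells. The Hallmark list did not lie below that range in any setting, its lowest percentile being 15.4, and lay above it without regression (99.96) and at a resolution of 2.0 with clusters named over the median cluster (97.54), the latter chosen after seeing the values.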

Other observations

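Of the tests in this part, those on digestion, depth, cardiomyocytes and RNA from other cells were written before the data were examined, and the one on Hoxa5 and the separate one on depth for Vegfa were chosen after the result had been seen.

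Thinning every cell to 2000 UMIs left 31 Vegfa UMIs at P1 and 0 at P7, 8 and 0 for Pdk3 and 3 and 2 for Egln1. The log2 ratio of Egln1 was then -0.70 (95% interval -3.72 to 2.99). The directions were kept. For Vegfa the lower limit of the log2 ratio was 1.80 after thinning, which argues against a difference in depth as the source of the ratio in the whole cluster. After thinning, 11 of the 12 P1 cells with a Vegfa UMI were alveolar-like, so this does not bear on the other Epi-like cells. For Pdk3 and Egln1 the counts left are too few to exclude a difference in depth. The median depths of the Epi-like cells before thinning were 13571 and 14732 UMIs.

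RNA released by other cells is argued against as the source of the Pdk3 difference, since its level in the Epi-like cells of P1 was 48.2 CPM (35.3 to 64.3), above the 17.8 CPM of all other P1 cells. The 4 Vegfa UMIs and 3 Pdk3 UMIs at P7 could still include such RNA.

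The Hallmark list in Epi-like cells without its genes on the digestion list had a median of -0.0076. As the whole list lay inside the range of its random lists, there was no shift that the digestion could be tested against. The digestion list itself was higher at P1 in Epi-like cells, although the P1 hearts were digested for 20 min and the P7 hearts for 45 min.

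The mitochondrial filter was examined as a reason for the few CM-like cells. With no limit the CM-like share at P1 was 1.99%, compared with 1.84%. Among barcodes with at least 200 genes, this argues against the mitochondrial limit as the main reason at P1. The minimum of 200 genes was kept in that setting. It removed 2253 P1 barcodes, whose median mitochondrial share was 86.9%, so a loss of cardiomyocytes at that step was not tested. The shares of cells with UMIs in at least 3 CM markers among the cells removed and kept could not be compared, as their median depths at P1 were 1653 and 10875 UMIs. At P7 the CM-like cells rose from 18 to 38 without the limit, or 0.426% of the cells.

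Among the 51 P1 cells of the Epi-like cluster outside the alveolar-like group, 23 had a Hoxa5 UMI, compared with 2 of 30 at P7. Hoxa5 was chosen after its values had been seen. A hypothesis is that part of the P1 cells is mesothelium of another organ. Without these cells the log2 ratio of Pdk3 was 2.21 (95% interval 0.56 to 4.81), from 15 and 3 UMIs. As a cell without a Hoxa5 UMI can still express the gene, this source cannot be told apart from epicardial cells here.

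In FB-like cells Wt1 had 424 UMIs at P1 and 117 at P7, a log2 ratio of 3.05 (2.75 to 3.36), and Egln3 had 392 and 324 UMIs, a ratio of 1.47. The FB-like cells lay mostly in different clusters at P1 and at P7, so these ratios can reflect composition as well as age. In Epi-like cells the ratio of Wt1 was -0.08. Hba-a1, a check on red cells, had a ratio of -0.37 in all cells, the erythroid cells included, 1.29 in FB-like cells and 0.37 in EC-like cells. It was -1.58 in Epi-like cells, from 5 and 7 UMIs, and -2.23 in lymphocytes, from 1 and 71 UMIs. The share of cells with a Hba-a1 UMI was lower at P1 in FB-like cells (6.28% and 19.8%) and in EC-like cells (5.76% and 21.4%).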
